# Long-term imaging reveals behavioral plasticity during *C. elegans* dauer exit

**DOI:** 10.1186/s12915-022-01471-4

**Published:** 2022-12-13

**Authors:** Friedrich Preusser, Anika Neuschulz, Jan Philipp Junker, Nikolaus Rajewsky, Stephan Preibisch

**Keywords:** Behavioral imaging, *C. elegans dauer*, Neuroplasticity

## Abstract

**Background:**

During their lifetime, animals must adapt their behavior to survive in changing environments. This ability requires the nervous system to undergo adjustments at distinct temporal scales, from short-term dynamic changes in expression of neurotransmitters and receptors to longer-term growth, spatial and connectivity reorganization, while integrating external stimuli. The nematode *Caenorhabditis elegans* provides a model of nervous system plasticity, in particular its dauer exit decision. Under unfavorable conditions, larvae will enter the non-feeding and non-reproductive stress-resistant dauer stage and adapt their behavior to cope with the harsh new environment, with active reversal under improved conditions leading to resumption of reproductive development. However, how different environmental stimuli regulate the exit decision mechanism and thereby drive the larva’s behavioral change is unknown. To fill this gap and provide insights on behavioral changes over extended periods of time, we developed a new open hardware method for long-term imaging (12h) of *C. elegans* larvae.

**Results:**

Our WormObserver platform comprises open hardware and software components for video acquisition, automated processing of large image data (> 80k images/experiment) and data analysis. We identified dauer-specific behavioral motifs and characterized the behavioral trajectory of dauer exit in different environments and genetic backgrounds to identify key decision points and stimuli promoting dauer exit. Combining long-term behavioral imaging with transcriptomics data, we find that bacterial ingestion triggers a change in neuropeptide gene expression to establish post-dauer behavior.

**Conclusions:**

Taken together, we show how a developing nervous system can robustly integrate environmental changes activate a developmental switch and adapt the organism’s behavior to a new environment. WormObserver is generally applicable to other research questions within and beyond the *C. elegans* field, having a modular and customizable character and allowing assessment of behavioral plasticity over longer periods.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01471-4.

## Background

Animals adapt their behavior in response to changes in the environment, a phenomenon also referred to as behavioral plasticity [1]. However, timescales of behavioral adaptation can vary drastically. While some stimuli elicit a fast and short response (e.g., escape), others will influence behavior over minutes (e.g., foraging) or several hours (e.g., day and night cycles). Therefore, characterizing the effect of the environment on an organism's behavior requires the integration of multiple temporal scales, comprising both short responses and long-term adaptation processes.

Studying the adaptation of neuronal circuits and the resulting behavioral dynamics requires experimental tractability, i.e., the possibility to identify, trace, and compare neuronal circuits across genetic backgrounds and conditions. While this is challenging in complex mammalian circuits, the nematode *Caenorhabditis elegans (C. elegans)* has emerged as a suitable model organism for studying the relationship between nervous system plasticity, sensory inputs, and behavior by possessing a stereotyped and fully mapped [2], yet flexible [3] nervous system.

The *C. elegans* dauer diapause is a *bona fide* example of a developmental switch that requires neuronal plasticity (Fig. 1a). When encountering an unfavorable environment, e.g., that is lacking a food source, *C. elegans* L1 larvae can actively deviate from the canonical reproductive life cycle and develop into the so-called dauer larva [4]. This alternative developmental stage is particularly stress resistant and geared for survival, notably by possessing a thickened, closed cuticle. Dauer larvae cease the uptake of food and can remain in this dormant state for several months [5]. Importantly, once environmental conditions improve, dauer larvae will sense and integrate that changed environment and resume reproductive development.

**Fig. 1:**
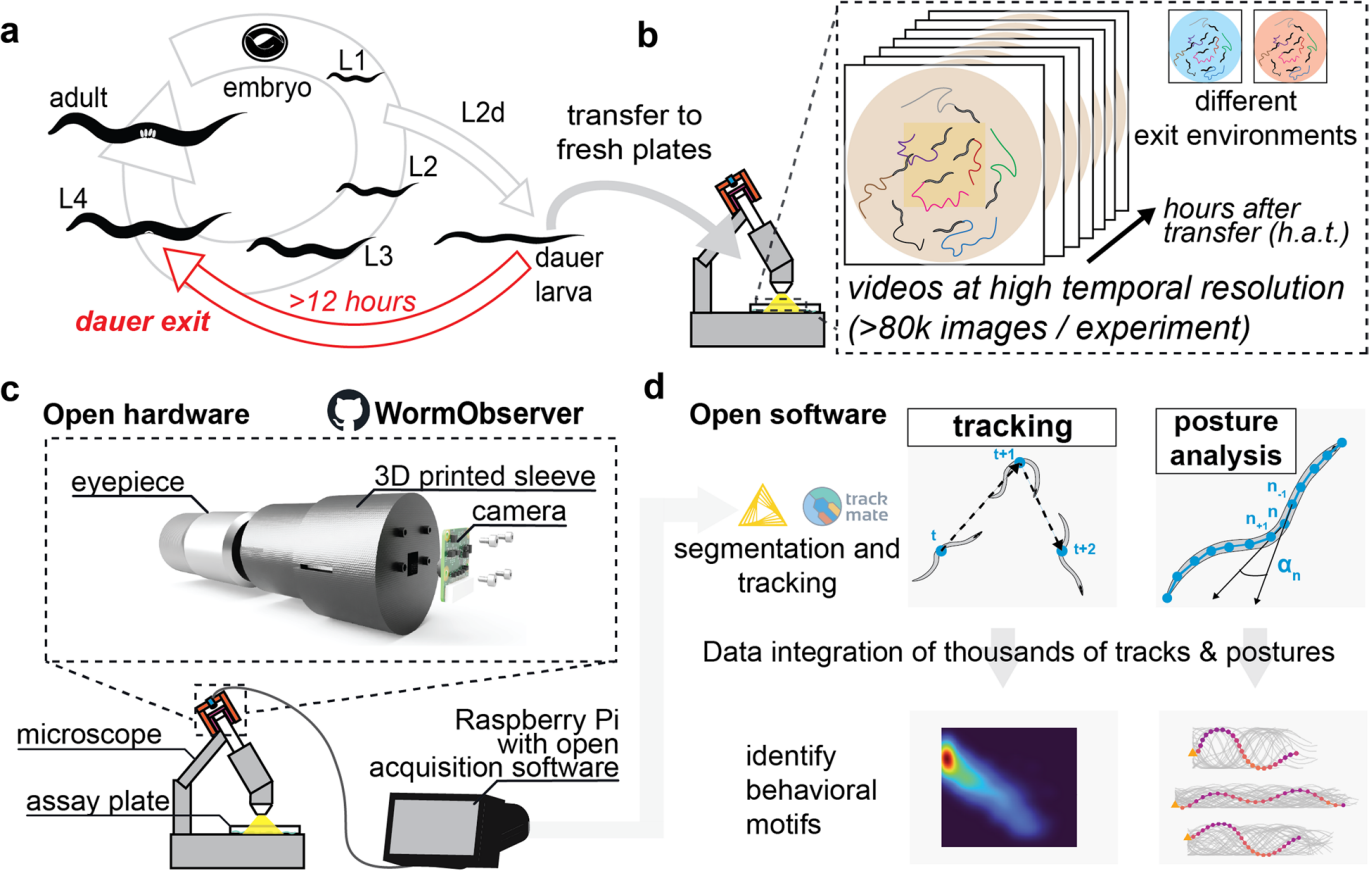
Overview. **a** Dauer exit is a developmental decision to resume reproductive development, which takes more than 12 h, highlighting the need for long-term behavioral imaging. **b** Overview of the assay used in this study. Dauer larvae are transferred to a new environment (i.e., a fresh plate) and their change in behavior is recorded across several hours. Time resolved measurements will be relative to the time point when worms were transferred to the new environment (hours after transfer or *h.a.t.*). **c** Sketch of the open hardware; a 3D printed solution for acquiring timelapse videos through the eyepiece of a stereoscope. Camera and acquisition parameters are controlled by a Raspberry Pi, which streams the data to a workstation for data processing. **d** Summary of the software, which integrates KNIME and the TrackMate framework. By integrating data from thousands of tracks and worm postures, users can build robust, quantitative models of *C. elegans* behavior

Previously, receptors, signaling molecules, and transcription factors involved in dauer formation have been studied extensively (for review see [6] and [7]). At the neuronal level, individual remodeling events specific to the dauer larva have been identified [8–12]. However, a quantitative and temporally resolved description of the behavioral adaptation process is missing but needed to contextualize molecular and structural changes. Ultimately, linking behavioral adaptation to specific molecular programs (e.g., changes in gene expression) will improve our understanding how a developing nervous system is able to remain plastic and integrate external stimuli.

Here, we introduce a new open-hardware and open-source platform for quantitative behavioral analysis of *C. elegans.* Although solutions for imaging *C. elegans* behavior have been previously developed [13–17], performing long-term imaging of hundreds of larvae over several hours to extract population dynamics remains challenging. Our WormObserver platform combines long-term population imaging of *C. elegans* larvae and open source analysis software in a modular, end-to-end solution that can be adapted to other research questions (Fig. 1b–d). We use the platform to describe the behavioral trajectory of dauer exit and characterize dauer-specific behavioral motifs. Moreover, we identify environmental signals that initiate the exit decision and correlate the resulting changes in behavior with gene expression dynamics.

## Results

### WormObserver: an open hardware solution for long-term behavioral recordings

To capture behavioral changes during the dauer exit decision, a process previously shown to take more than 12 hours [4], we developed the WormObserver, a lightweight, low-cost, open hardware imaging solution that allows parallel tracking of hundreds of worms on culture plates. The WormObserver platform is based on a standard stereoscope, making use of high-quality optical components already available in most laboratories. We designed and 3D printed a two-component adapter that fits the eyepiece of a stereoscope (Fig. 1c, Methods) and holds an attached camera. The camera is connected to a Raspberry Pi, a commercially available, credit-card sized computer, which enables automated video acquisition [18]. To provide users with a ready-to-use solution, we developed a graphical user interface (GUI) for easily adapting imaging parameters like acquisition frame rate, resolution, and timing of the videos to be acquired. To capture behavioral motifs at high temporal resolution over more than 12 h, we split the timelapse in short video sequences (8 min), thereby facilitating tracking and analysis. Acquired videos are streamed directly to a workstation PC applying a custom, open source image processing workflow that uses KNIME [19], ImgLib2 [20], and the TrackMate framework [21] (Methods). Taken together, combining a 3D printed adapter and off-the shelf hardware components with a standard stereoscope and custom software, we envision our tool to be broadly applicable for a large group of users, not only to specialists in microscopy or image analysis. The WormObserver platform is documented [22] and image acquisition and image feature extraction workflows can be executed through graphical user interfaces.

### Characterizing behavioral adaptation during dauer exit

Dauer larvae have been described to be distinct in their behavioral repertoire and previous studies have improved our understanding of the underlying neuronal plasticity [9, 11, 23, 24]. Dauers exhibit increased bouts of prolonged locomotor quiescence but can be highly mobile and are able to nictate [25], a dauer-specific behavior that increases the chances to hitch-hike on other animals to escape an unfavorable environment in natural contexts [26, 27]. Moreover, dauers moving on a plate generally appear less bent and stiffer compared to well-fed larvae of the same age [28]. Nevertheless, a time-resolved characterization of dauer-exit specific changes in behavior is missing but needed to answer three key questions: First, it is unclear for how long the worm is integrating the changed environment before adapting its behavior. Second, which behavioral motifs are changing during this adaptation process and are all behavioral adaptations occurring at once or in a stepwise manner? And third, are the different environmental stimuli known to regulate dauer exit (i.e., food stimulus, pheromone) all affecting the same or different aspects of behavior?

To answer these questions, we focused on the first 12 h of dauer exit for characterizing behavioral changes and used the condition lacking a food source as a negative control in which dauers cannot successfully exit. We reasoned that behavioral adaptation related to the exit decision would occur before the onset of growth, previously described to resume after ca. 14 h of dauer exit [4]. We induced the dauer stage by a combination of standardized starvation, crowding, and high-temperature conditions (see Methods). Next, extracted dauer larvae were shifted from starved to fresh plates with or without a bacterial food source and monitored for 12 h. To compare behavior across conditions, we refer to each time point as hours after transfer *(h.a.t.)* to a fresh plate (Fig. 1b).

### In a new environment, dauers will switch from behavioral quiescence to a highly mobile state

We first asked the question whether the speed by which the worms move on the plate was changing during the course of dauer exit. As expected, dauers that were transferred to a new environment initially exhibited very slow movement or no movement at all, characterized by high angular speed (i.e., path curvature) and low speed. The previously described dauer specific locomotion quiescence [23] was observed for dauers in all tested conditions and is independent of the presence of bacteria on the plate (Fig. 2a, Additional file 1: Supplemental Figure S1; Supplemental Figure S2). However, many larvae remained highly mobile (high speed) and moved straight in one direction (low angular velocity). This initial division into a quiescent and a highly mobile regime appeared in all our experiments and is also recapitulated when quantifying behavior of *daf-2* dauer larvae that cannot exit the dauer stage (Fig. 2b, Additional file 1: Supplemental Figure S1). We therefore conclude that dauer larvae, when put onto fresh plates, remain quiescent but can explore the environment in a specific dispersal mode characterized by fast movement into one direction. This is also consistent with the observation that dauers can be highly mobile [28]. Moreover, when extending our analysis beyond the first hours after transfer, we noticed that the quiescent fraction disappeared 3 *h.a.t*. At this time point, all animals displayed a strong dispersal phenotype characterized by high speed and low angular velocity (Fig. 2c, d). This was similar across the tested conditions, although the exact timing varied, with the notable exception of *daf-2* dauer larvae, where a significant fraction remained in the quiescent phenotype (Fig. 2b, Additional file 1: Supplemental Figure S1). Taken together, we observe that independent of a bacterial food source, 3 h after being exposed to a new environment, wild type dauer larvae exhibit a first behavioral switch from quiescence to a highly mobile dispersal-like behavior. Importantly, this first behavioral switch is independent of the presence of a food source and was observed in all tested conditions.

**Fig. 2:**
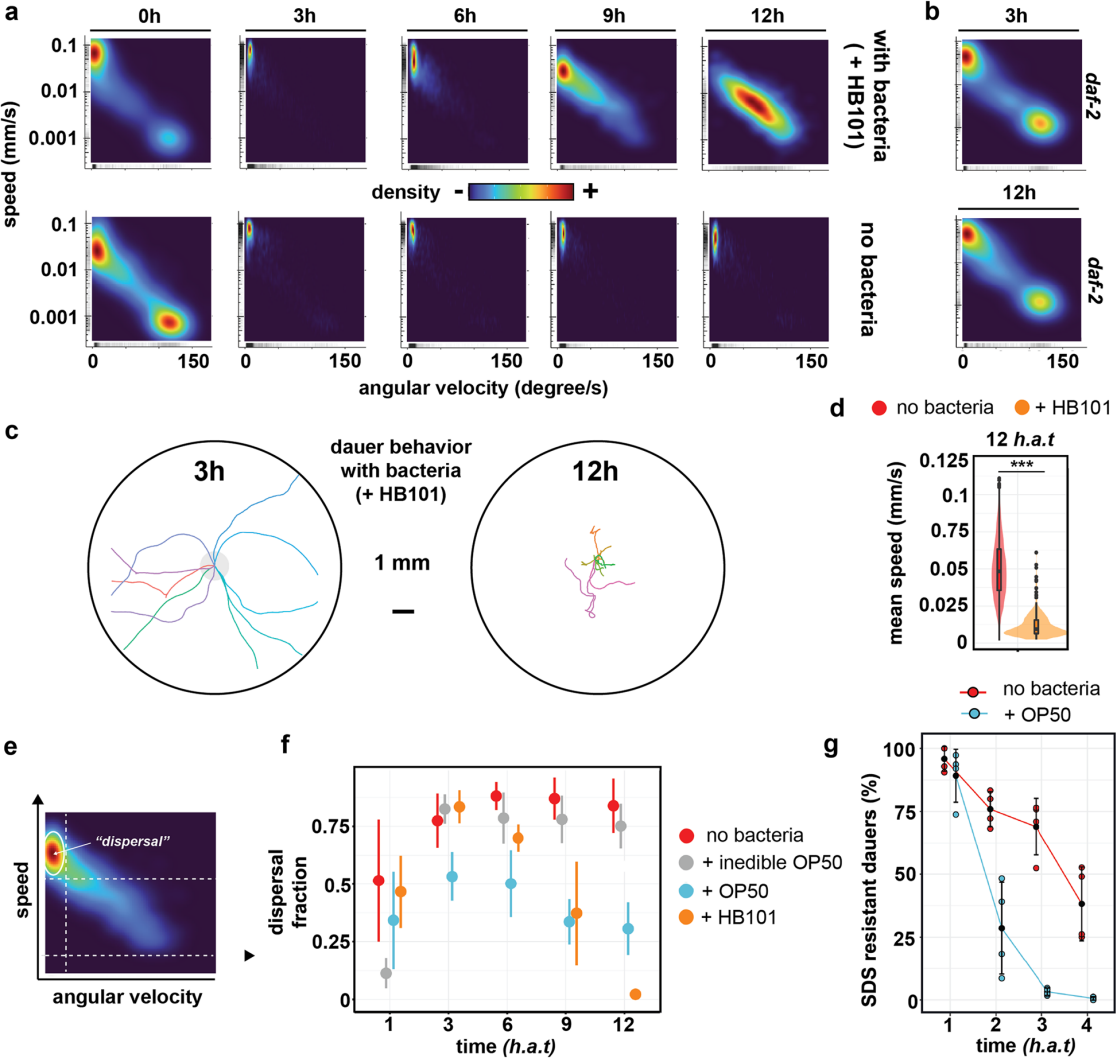
A food-dependent behavioral switch during dauer exit. **a** Two-dimensional probability distributions of speed (mm/s) and angular velocity (degrees/s) averaged over 10 s time windows across the first 12 h of dauer exit, highlighting the effect of a food source on behavior. Data is from *n* = 3 experiments and each time point contains data from at least 250 tracks (average number of tracks = 1262). **b** Two-dimensional probability distributions obtained from *daf-2* dauers on +OP50 NGM plates, *n* = 2 experiments. **c** Dauer behavior before and after the food-dependent behavioral switch. Shown are 10 randomly selected example tracks of a length between 2 and 4 min. **d** Mean speed (calculated per track) at *12 h.a.t.*. *** indicates *p*-value < 0.0001 (Mann-Whitney test). **e** Schematic summarizing how the dispersal phenotype was defined, based on thresholds for speed and angular velocity (see Methods). **f** Relative abundance of dispersal behavior as defined in **e**. Error bars depict standard deviation of at least 2 experiments. **g** Percentage of dauers that survive SDS treatment at different time points during dauer exit. This assay can be used as a proxy for inferring onset of food ingestion. Dots represent experimental replicates

### A second behavioral switch depends on a food stimulus

When extending our analysis beyond the first three hours, we noticed a second behavioral adaptation that was dependent on the presence of an edible food source. After being exposed to the new environment for approximately 6 h, larvae that were placed on a high quality food source decreased speed but increased turning frequency, resembling canonical behavior of adult worms [29] (Fig. 2a). After 12 h, dauer specific dispersal behavior was completely abolished (Fig. 2c, d). In contrast, dauers placed on plates lacking food continued moving at high speed and low angular velocity and did not exit dispersal behavior (Fig. 2a, d). When quantifying the relative fraction of dispersal behavior across conditions and time points (Fig. 2e), we noticed that the behavioral switch from dispersal to dwelling started to occur with high quality (HB101) and low quality food (OP50), in both cases after 6 *h.a.t*. (Fig. 2f). Given this independence of the behavioral adaptation process on food source quality, we performed all remaining experiments on OP50. Interestingly, larvae placed on bacteria that were previously treated with an antibiotic, making them too large to be ingested by the worm, did not exit the dauer-specific dispersal behavior (Fig. 2f). This finding suggested that the ingestion of bacteria is crucial for inducing the behavioral switch. However, when developing into the dauer stage, larvae cease pharyngeal pumping and develop a buccal plug that prevents them from uptake of external components (e.g., a bacterial food source) [4]. To further investigate this, we confirmed that the ability to ingest external components is restored prior to 6 *h.a.t.* during dauer exit, however with delayed timing if a food source is lacking (Fig. 2g). Taken together, we have characterized a second behavioral switch that consists in exiting the dauer-specific dispersal phenotype and that is, in contrast to the first switch, dependent on the presence of a bacterial food source and therefore indicative of successful dauer exit. Furthermore, we note that it is the ingestion (and not the presence) of bacteria that drives this behavioral change, matching the observation that by the time the switch occurs, dauers will have resumed food ingestion.

### Posture adaptation is independent of the presence of a food source

*C. elegans* posture, i.e., the worm’s shape, has been previously established as a robust measure for inferring behavioral motifs based on environmental stimuli or genetic differences [30–35]. Specifically, we hypothesized that the dauer-specific stiff posture characterized by shallower bends would disappear during dauer exit. Moreover, we asked the question whether the dauer-specific dispersal phenotype would be reflected at the posture level. As previously described for adult worms [35], segmented worm shapes extracted from moving worms across all time points have low complexity and can be explained by a combination of eigenvectors obtained from the covariance matrix of intersegment angles (Fig. 3a), so-called Eigenworms (Additional file 1: Supplemental Figure S3). We created a dauer-specific posture library (i.e., a postural syntax) for each condition [34] and plotted relative posture abundances across all time points (Fig. 3b, Methods). Posture abundances during dauer exit were consistent across experimental repeats (Additional file 1: Supplemental Figure S4). Interestingly, we detected a shift in postural syntax at about 6 *h.a.t* when dauers were shifted to a bacterial food source (Fig. 3b). We next aimed at further characterizing postural syntax dynamics across conditions and performed a second round of clustering on the previously defined posture libraries to identify the 3 most diverging posture groups (i.e., meta postures, p^1^, p^2^, p^3^) and compare their relative abundance across conditions (Additional file 1: Supplemental Figure S5; Supplemental Figure S6). While skeletons of the first meta posture p^1^ resemble the dauer-specific constricted posture, p^2^ and p^3^ contain more bent postures (Fig. 3c). Consistently, intersegment angle distributions differ significantly between meta postures (Fig. 3d). Next, we quantified the relative abundance of the dauer-specific p^1^ postures across time points and noticed a decrease in relative abundance within the first 6 *h.a.t.* in all tested conditions except for d*af-2* mutants that exhibited an impaired transition (Fig. 3e and Additional file 1: Supplemental Figure S6). It is important to note that due to our skeletonization implementation (Methods), our posture libraries did not contain overlapping postures of turning worms. Hence, the observed decrease in dauer specific postures could be the result of an increase in turn frequency as observed in starved worms [36]. To test this possibility, we trained a random forest classification model to identify turn postures (Methods; Additional file 1: Supplemental Figure S7) and quantified the fraction of turning worms during dauer exit. While the fraction of turns increases in the +OP50 NGM condition ("with bacteria"), turn frequency remains low on 2% Agar plates ("no bacteria") (Fig. 3f). We conclude that the measured posture switch detected under conditions with and without a bacterial food source cannot be solely explained by an increase in turn frequency. Importantly, *“with bacteria”* and *“no bacteria”* assay plates differed not only by bacteria concentration but also salt and additive concentrations that might also impact dauer behavior (see Methods). However, a posture switch was detected in all tested conditions early during dauer exit, highlighting the robustness of the detected food-independent behavioral switch. Taken together, we detect a new example of behavioral adaptation that consists in switching from a dauer-specific stiff and thin posture to a more bent, canonical *C. elegans* posture. This change in postural syntax happens within the first 6 *h.a.t.*, but is independent of the presence of a food source, does not explain the dauer-specific dispersal behavior and might be driven by other environmental factors (e.g., pheromone concentration).

**Fig. 3:**
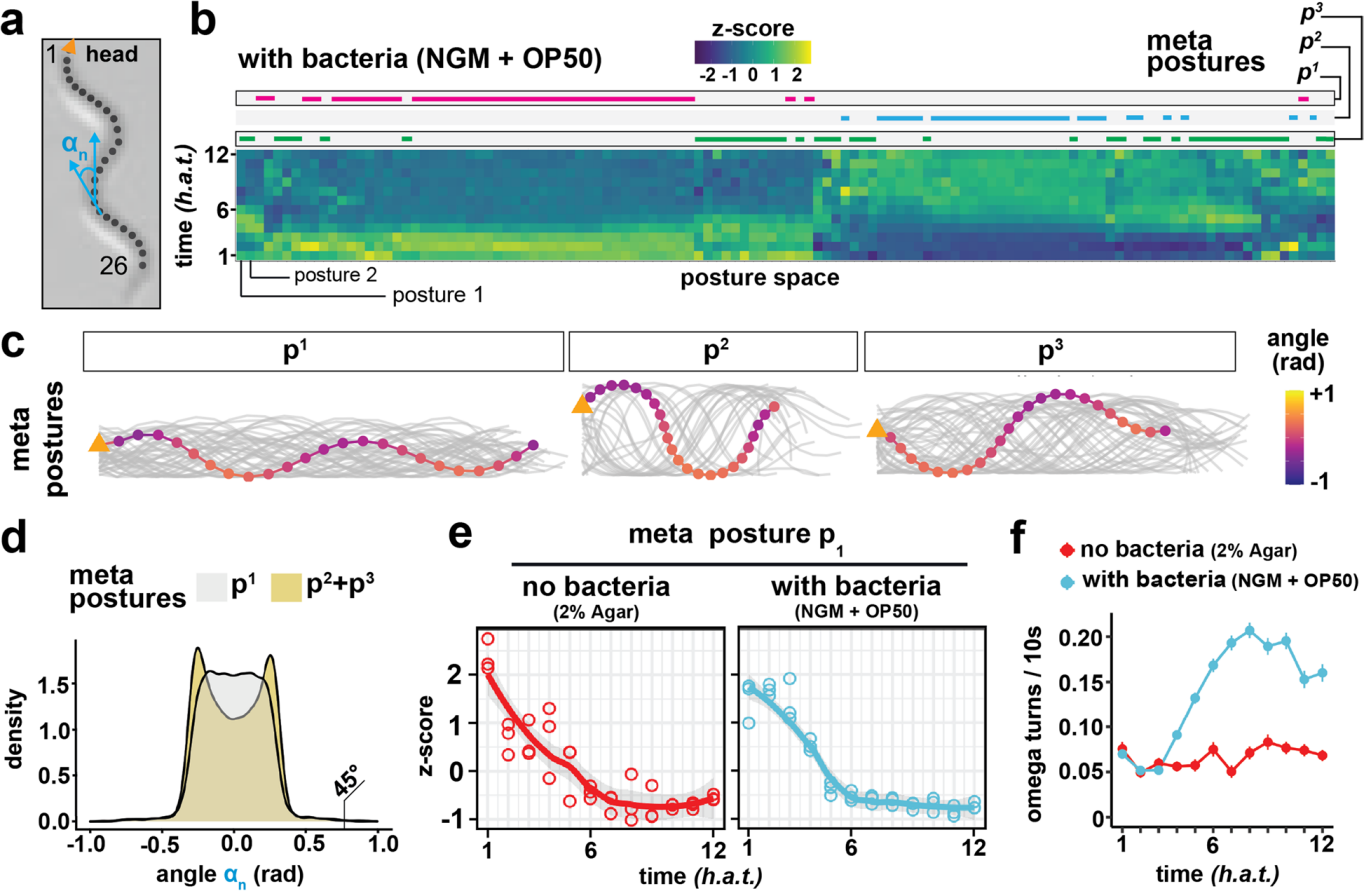
Postural adaptation during dauer exit. **a** Schematic of a worm skeleton. For each skeleton, we calculate a vector of 24 intersegment angles that describe the worm’s posture. **b** Heatmap of the relative occurrences of 120 postures during dauer exit on a food source as quantified from *n* = 3 experiments. Color indicates whether a posture is over or underrepresented at that time point relative to all time points. The upper bars indicate three meta posture groups, each comprising several postures, and their allocation within the heatmap. Meta postures were obtained by a second k-means clustering with *k* = 3 of all postures from all experimental conditions. **c** The three meta postures that were calculated across all conditions. All postures of one group are depicted in gray and one example posture is shown in color. **d** Distribution of all intersegment angles, calculated as shown in **a**. The dauer-specific meta posture p^1^ is compared to the two other meta postures p^2^ and p^3^. p^1^ contains 46 postures, p^2^ and p^3^ contain 28 and 46 postures, respectively. **e** Relative occurrence of the meta posture p^1^ during dauer exit, normalized to all time points of the depicted experimental condition. Each dot represents one experiment of *n* = 3 experiments. **f** Turn frequency during dauer exit, quantified with a custom random forest classifier (see Materials and Methods). Depicted is the mean, error bars are SEM

### Genes driving behavioral changes during dauer exit

Next, we asked the question whether the two main behavioral switches quantified by imaging (Fig. 4a) would also be reflected at the level of gene expression, potentially through the expression of specific neuropeptides, receptors, and ion channels in neurons, previously described to be sufficient to cause drastic behavioral changes in *C. elegans* [37–39] and dauers specifically [9, 40]. For instance, insulin-like peptides (ILPs), which are expressed in the head of the worm [41], have been previously shown to be implicated in regulating dauer arrest [41–43]. 

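RNA of C. elegans heads was measured at 0 h, 3 h, 6 h and 9 h. Dauer larvae were moved to plates with or without the E. coli strain used as food. The 0 h heads came from the unseeded plate before this transfer, with those assigned to no bacteria always collected first. A 0 h difference is thus not an effect of the plates. Plates without bacteria held agar only and those with bacteria held NGM, so salts and additives differed as well as food. The authors cut off the heads behind the pharynx and pooled 10 heads per library. They primed mRNA with barcoded oligo(dT), amplified it by in vitro transcription, mapped the reads to the ce11/WBcel235 assembly with STAR and assigned them to genes with Rsubread. The deposited values are the reads counted on each gene, without normalization. The methods do not name a step that collapses reads by molecular identifier, so limits derived from counts cover counting error only. The 28 libraries form 8 groups, with 4 replicates per time point with bacteria and 3 without. Each replicate number was taken as a culture followed through the time points. Without bacteria, the total count per library ranged from 1326191 to 2580973 at 0 h (median 2282742), from 1148792 to 5392098 at 3 h (median 3066800), from 2099070 to 3741988 at 6 h (median 3074174) and from 743518 to 4227158 at 9 h (median 1768738). With bacteria it ranged from 749603 to 2325203 at 0 h (median 1748447), from 2096039 to 5278136 at 3 h (median 2951067), from 741498 to 4831198 at 6 h (median 2393281) and from 3472975 to 9075797 at 9 h (median 6148162). The 9 h libraries with bacteria were thus the deepest group. Differential expression was tested with edgeR's quasi-likelihood test on the counts with TMM normalization, in 1 fit of all 28 libraries. The test covered 12594 genes that passed edgeR's filterByExpr. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. Normalized counts of single genes were divided by DESeq2's median-of-ratios size factors, and errors are SDs between libraries. A group in which no library held more than 3 counts of a gene was treated as at the detection floor. A fold of the other group's mean against the floor is given as a lower bound, which single libraries can fall below.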

We therefore performed a low-input RNA sequencing method [44] on *C. elegans* heads specifically at 4 different time points during dauer exit, exposing recovering dauers to an environment with or without a food source, thereby mirroring the conditions used for behavioral analysis (Fig. 4b, Materials and Methods). Next, we asked the question whether the behavioral switches were recapitulated at the level of the transcriptome by plotting gene expression in PCA space across all conditions and time points. 

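The counts were divided by size factors, log2 transformed after adding 1, and reduced to the 500 genes with the highest variance over the 28 libraries. PC1 carried 43.9% of the variance and PC2 13.4%. With all genes of the differential expression test in place of the 500, the share of PC1 was 21.3%, the setting that moved it most. At 0 h, PC1 averaged 51.2 ± 7.9 (SD, n = 3) without bacteria and 39.7 ± 4.7 (SD, n = 4) with bacteria. By 3 h it had fallen to 13.8 ± 5.0 and to -22.3 ± 10.1, respectively. The share of the squared distance between libraries that lay between 0 h and 3 h was 58.3% with bacteria (exact permutation test of library labels, one-sided for large shares, p = 0.0286, the smallest that 4 against 4 allow). Without bacteria the share was 50.1% (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). At 0 h itself, 19.7% of the distance lay between libraries with and without bacteria (exact permutation test, p = 0.229).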

Strikingly, for the condition lacking a food source, head-specific transcriptomes of 3 h, 6 h, and 9 h time points were similar as indicated by PCA clustering (Fig. 4c). 

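Without bacteria, PC1 averaged 24.7 ± 6.6 at 6 h and 18.1 ± 10.2 at 9 h (SD, n = 3), within the SDs of each other. PC2 rose from 13.7 ± 4.7 at 3 h to 29.1 ± 8.8 at 6 h and was 28.9 ± 7.2 at 9 h. Between 6 h and 9 h, the time point accounted for 15.2% of the squared distance over the 500 genes (exact permutation test, p = 0.9). It accounted for 39.9% between 3 h and 6 h (exact permutation test, p = 0.1, the smallest possible). Over 3 h, 6 h and 9 h together its share was 37.1% (exact permutation test over 280 groupings, p = 0.0321), and with all genes it was 28.2% (exact permutation test, p = 0.132). In edgeR's test, 4 genes were called between 3 h and 6 h and 1 between 6 h and 9 h, while 793 and 247 genes had an unadjusted p under 0.05. With the culture as a block, 17 genes were called between 3 h and 6 h. A fit of only the compared groups called 44 there and 0 between 6 h and 9 h. DESeq2 with shrunken fold changes, the paper's tool, called more genes in both comparisons, as did no filter on low counts. Leaving out no-bacteria replicate 3 left 0 called genes in both of these comparisons. Between 3 h and 6 h, 2 genes were left without no-bacteria replicate 1 and 1 without replicate 2, while 9 were called without with-bacteria replicate 1 or 4. Between 6 h and 9 h, 0 were left without no-bacteria replicate 2 or with-bacteria replicate 3 or 4. The 4 genes were nex-1 (log2 fold change 4.31), unc-60 (2.50), asp-14 (at least 14.2-fold lower) and Y50D4B.4 (at least 14.0-fold lower). unc-60 overlaps F53E2.2, so its reads may not all be its own.

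**Figure D1:**
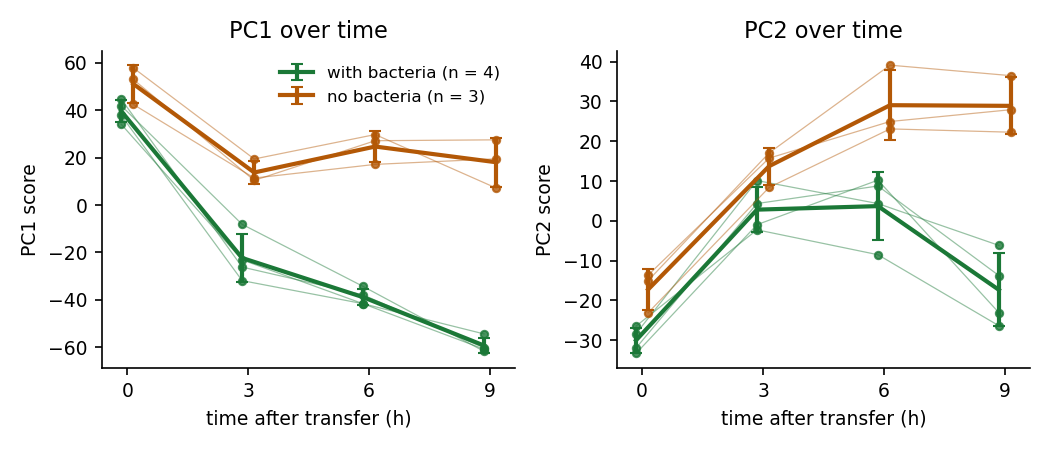
Scores of the 28 libraries on PC1 and PC2 by time after transfer. Points joined by a line are one culture, the thick line is the mean and the bars are SDs (green with bacteria, n = 4; orange no bacteria, n = 3). Without bacteria the mean of PC1 stays between 13.8 and 24.7 from 3 h on, and with bacteria it keeps falling.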

Analogous to the behavioral data, if bacteria were provided, the time points 6 h and 9 h separated as well (Fig. 4d), indicating a two-step process driving the exit decision. 

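With bacteria, PC1 fell from 3 h on, to -38.9 ± 3.5 at 6 h and -59.3 ± 3.3 at 9 h (SD, n = 4), so that the 6 h and 9 h libraries lay apart by more than their spread. The time point accounted for 44.0% of the squared distance between the 6 h and 9 h libraries and for 24.7% between 3 h and 6 h (exact permutation tests, p = 0.0286 for each). Over the 3 time points its share was 50.4% (exact permutation test over 5775 groupings, p = 0.000173, the smallest they can give). edgeR's test called 19 genes between 3 h and 6 h, 15 higher and 4 lower at 6 h. It called 95 between 6 h and 9 h, 93 higher and 2 lower. Between 3 h and 6 h, the highest count among the alternatives was 279, with no filter on low counts. Leaving out with-bacteria replicates 1, 2, 3 and 4 in turn gave 6, 3, 7 and 2 genes there. Leaving out no-bacteria replicate 1, which is in neither compared group, gave 38. Between 6 h and 9 h, leaving out with-bacteria replicates 1, 3 and 4 in turn gave 19, 36 and 26. Among the rises from 3 h to 6 h were F46F2.3 (log2 fold change 4.46) and nlp-27 (4.15), which lost their calls in some fits that left out a culture, with adjusted p up to 0.121 and 0.238 in edgeR's test. The difference in change between the conditions was tested too, as an interaction, and called 0, 1 and 2 genes for the steps to 3 h, 6 h and 9 h (760, 677 and 438 at an unadjusted p under 0.05). At 6 h, 62.6% of the distance lay between libraries with and without bacteria, and 67.6% at 9 h (exact permutation tests, p = 0.0286 for each, the smallest possible). From the separation of the 6 h and 9 h time points with food (Fig. 4c), set beside the behavioral data, the paper proposes that the exit decision proceeds in a pair of steps.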

We next wanted to characterize both behavioral adaptation switches in greater detail by identifying differentially expressed genes between the two conditions at different time points. Here, we focus on transcripts that are relevant for the behavioral adaptation process, but we offer an interactive online resource [45] for exploring the whole dataset. 

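Between 0 h and 3 h, edgeR's test called 1326 genes with bacteria (586 higher and 740 lower at 3 h) and 163 without (101 higher and 62 lower). Before adjustment, 2987 and 1125 genes had a p under 0.05. In 1091 of the 1326 genes, every library of one time point lay above every library of the other. This held for 14.2% of all genes tested, where chance gives 2.86%. Without bacteria it held for 162 of the 163 and for 14.7% of all genes, where 3 against 3 give 10% by chance. Called in both conditions were 85 genes higher and 61 lower at 3 h, and none in opposite directions, against 17.2 expected by chance (Fisher's exact test, one-sided, p = 9.62e-125). The conditions share no libraries in this comparison. Of the 163 genes called without bacteria, 162 moved the same way with bacteria. Over all genes, which are not independent replicates, the log2 fold changes in the conditions correlated with r = 0.504. The count in both conditions fell to 37 genes without no-bacteria replicate 3 and to 41 without no-bacteria replicate 2. DESeq2 with shrunken fold changes gave 284, and no filter gave 314. Of the 163 genes, 39 were left without no-bacteria replicate 3 and 42 without no-bacteria replicate 2. A block for culture gave 264, and no filter 408. With bacteria, a fit of only the compared groups called 745 genes and leaving out with-bacteria replicates 1, 2 and 4 in turn left 839, 828 and 844. Among the genes with the largest falls, ugt-37 had a log2 fold change of -8.78 with bacteria (standard error 0.69), and that without bacteria was -7.12 (standard error 0.74). The reads of ugt-37 overlap those of ugt-40. Without bacteria, the log2 fold changes of cyp-25A3 and fmo-5 were -6.40 and -6.19. H25K10.4, undetected at 3 h with bacteria, was at least 26.8-fold lower there than at 0 h.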

To characterize differential expression during the first food-independent behavioral switch, we computed a list of genes that were differentially expressed in both conditions when comparing the 0 h and 3 h time points. This revealed a list of genes, which contained all members of the arcasoid beta-oxidation pathway [46], all being downregulated in the first 3 *h.a.t.* (Additional file 1: Supplemental Figure S8). Additionally, we noticed significant upregulation of the insulin-like peptide *daf-28*, described to be transcriptionally repressed by increased pheromone concentration [43, 47] and required for dauer exit [48]. 

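Of 9 genes listed for ascaroside beta-oxidation (acyl-CoA oxidases, maoc-1, dhs-28 and daf-22), 7 had enough counts to test. The same 5 genes were called lower at 3 h in both conditions. The thiolase gene daf-22 (Y57A10C.6, chromosome II, 12423492 to 12425694) went from 1655 ± 773.9 normalized counts to 117.9 ± 51.8 with bacteria (SD, n = 4). Its log2 fold change was -3.78 (standard error 0.49, adjusted p = 1.14e-05 from edgeR's quasi-likelihood test). Without bacteria it went from 1020 ± 167 to 80.0 ± 51.4 (SD, n = 3), a log2 fold change of -3.71 (standard error 0.57, edgeR adjusted p = 0.000331). acox-3 (F58F9.7, chromosome IV, 6245358 to 6248492) had log2 fold changes of -4.19 with and -3.46 without bacteria. acox-1.1 (F08A8.1, chromosome I, 12938555 to 12942224) had log2 fold changes of -3.19 and -3.01. maoc-1 (E04F6.3, chromosome II, 7196276 to 7197495) had -3.07 and -2.92, and dhs-28 (M03A8.1, chromosome X, 6818438 to 6820080) had -2.75 and -2.53. maoc-1, dhs-28 and acox-3 each overlap another gene (E04F6.6, gei-15 and 21ur-9703). Every 3 h library lay below every 0 h library for these 5 genes in both conditions. acox-1.2 had log2 fold changes of -2.76 and -3.16 but was not called (edgeR adjusted p = 0.111 and 0.402). acox-1.5 was not called either, with log2 fold changes of 0.76 and -0.48, and the latter became 0.83 without no-bacteria replicate 1. Adjusted over the list alone, 6 of the 7 genes passed in each condition. Without bacteria, 3 of the 5 calls were lost in some fit that left out a culture: the adjusted p from edgeR rose to at most 0.146 for maoc-1, 0.0878 for dhs-28 and 0.056 for acox-1.1. As a list, the 7 genes had a median log2 change of -2.87 with and -2.96 without bacteria (limma's camera, adjusted p = 3.05e-07 and 5.83e-12). Both calls held under fry, and with an estimated correlation only that without bacteria did (adjusted p = 0.0258).

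**Figure D2:**
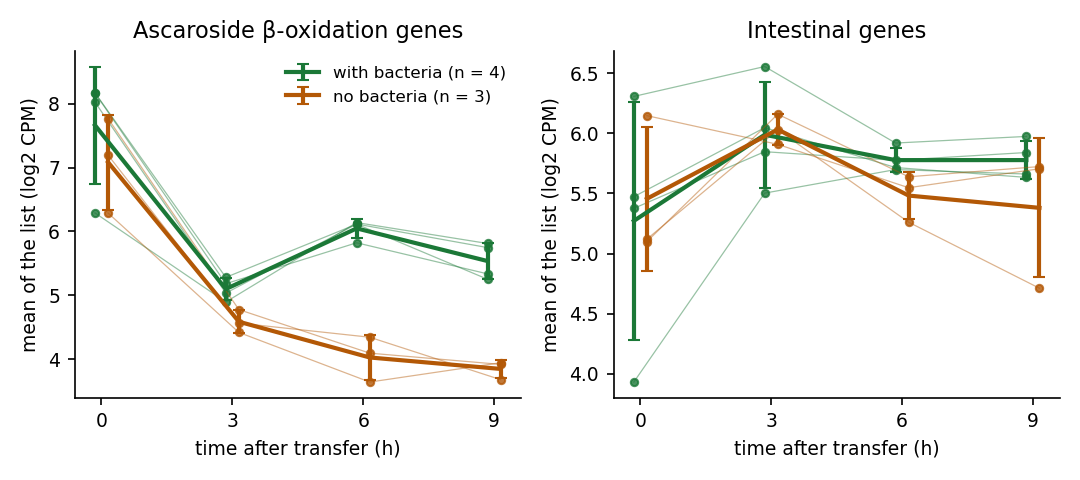
Mean log2 CPM of the ascaroside beta-oxidation genes and of an intestinal marker list by time after transfer. Points joined by a line are one culture, the thick line is the mean and the bars are SDs (green with bacteria, n = 4; orange no bacteria, n = 3). The ascaroside list starts at 7.66 with and 7.08 without bacteria and stands at 5.10 and 4.59 at 3 h.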

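daf-28 (Y116F11B.1, chromosome V, 19815133 to 19816454) went from 185.9 ± 144.6 normalized counts at 0 h to 1225 ± 503.6 at 3 h with bacteria (SD, n = 4). The log2 fold change was 2.79 (standard error 0.68, adjusted p = 0.0074 from edgeR's quasi-likelihood test). Every 3 h library lay above every 0 h library (exact permutation test, p = 0.0286). With each culture left out in turn, the log2 fold change stayed between 2.28 and 3.24. Without with-bacteria replicate 3 it was 2.28 and no longer called (edgeR adjusted p = 0.0695; 1.23e-07 to 0.0695 over the alternatives). Without bacteria, the count went from 108.9 ± 119.7 to 676.5 ± 181.3 (SD, n = 3). The log2 fold change of 2.63 (standard error 0.78) was similar, but the gene was not called (edgeR adjusted p = 0.107). All 3 h libraries again lay above all 0 h libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). DESeq2 with shrunken fold changes gave 2.28 and called the gene (adjusted p = 0.018), as did edgeR with no filter on low counts (2.66, adjusted p = 0.000119). Over the alternatives the adjusted p ranged up to 0.514, and without no-bacteria replicate 3 the log2 fold change was 4.13.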

Taken together, we note that early in dauer exit, potentially driven by changes in pheromone concentration (e.g., through downregulated beta-oxidation pathway activity), *daf-28* expression goes up. This change in *daf-28* expression is independent of the presence of a food source and therefore indicative of an early, intermediate behavioral state that takes place while the exit process is still ongoing.

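The rise of daf-28 to 3 h differed between the conditions by 0.16 on the log2 scale (standard error 0.98, adjusted p = 1.00 from edgeR's interaction test), a difference smaller than its error. After 3 h, normalized counts with bacteria were 996.6 ± 441.9 at 6 h and 977.6 ± 465.0 at 9 h (SD, n = 4). Without bacteria they were 551.2 ± 136.6 and 792.0 ± 267.5 (SD, n = 3). With against no bacteria, the log2 fold change was 0.88 at 3 h, 0.81 at 6 h and 0.34 at 9 h, none of them called (edgeR adjusted p = 0.798, 0.551 and 0.832). At 3 h every library with bacteria lay above every library without (exact permutation test, p = 0.0571). Within runs, log2(normalized count + 1) of daf-28 was higher with bacteria in 3 of 3 runs at 3 h (by 0.138 to 1.936) and at 6 h (by 0.725 to 1.247). It was so in 2 of 3 runs at 9 h, and already in 3 of 3 at 0 h, before transfer (by 0.332 to 3.987). From the rise of daf-28 regardless of food, the paper proposes that an early, intermediate state of behavior arises while dauer exit is still under way.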

**Fig. 4:**
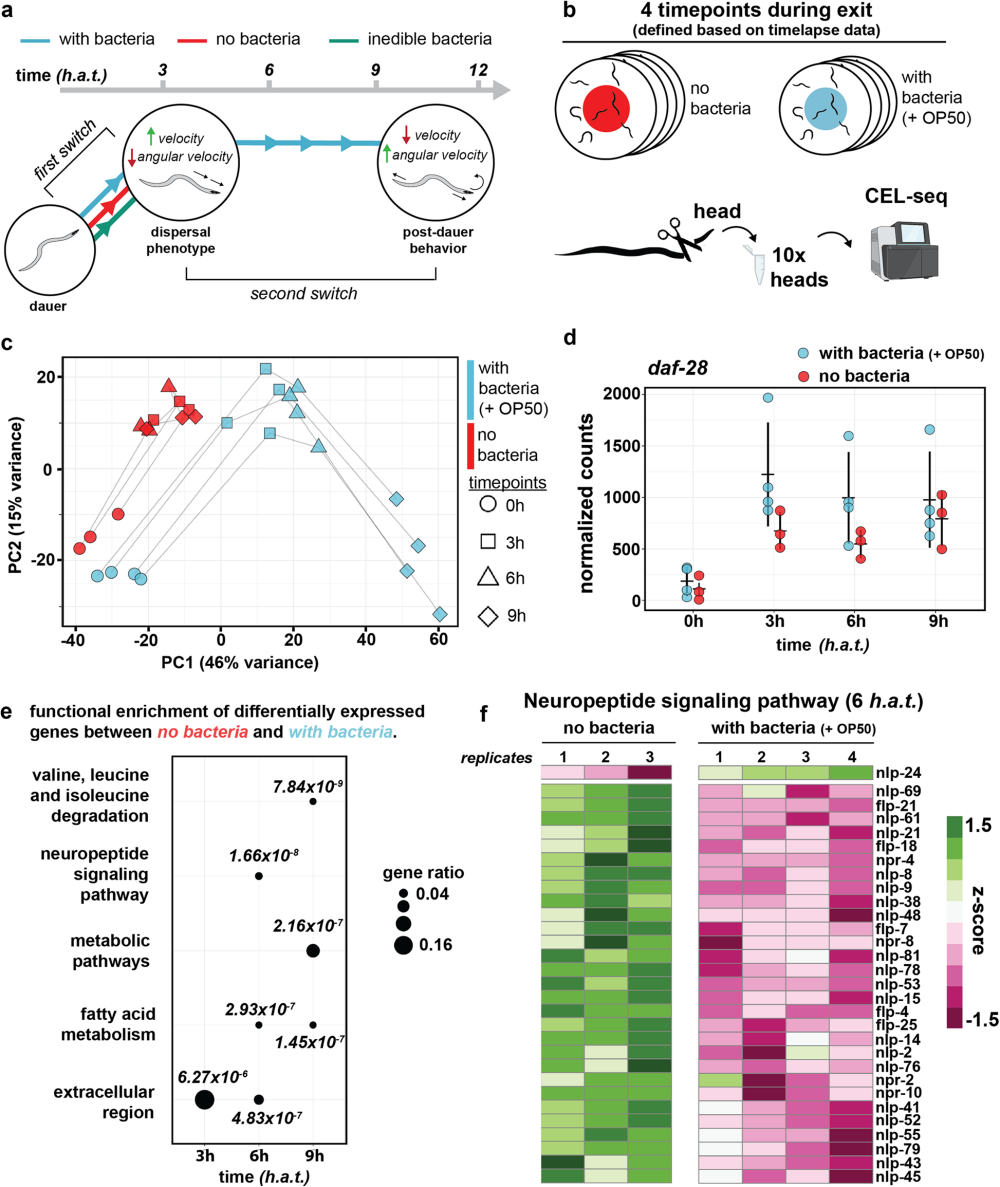
Transcriptome profiling reveals dynamic neuropeptide signaling during dauer exit. **a** Schematic summarizing the two main behavioral switches identified by behavioral imaging. **b** Schematic of the head-specific low-input mRNA sequencing method. For each time point and each condition, 10 heads were sequenced. **c** PCA of all samples, using the log transformed and normalized counts of the 500 most variable genes as input. **d** Normalized counts of *daf-28* across both conditions and all time points. Depicted is the mean ± standard deviation. **e** Dotplot depicting the result of the GO-term analysis. For each time point, differentially expressed genes between the two conditions were determined, and the result was used for GO-term analysis. Size of the dot scales with gene ratio. Gene ratio refers to the proportion of genes in the input list that are annotated to that GO-term. Shown are the top 3 GO-terms for each time point, and *p*-values are indicated next to each dot. **f** Heatmap of genes contained within the “neuropeptide signaling pathway” GO-term, comparing both conditions at 6 *h.a.t.* One column shows one experimental repeat

Next, we sought to investigate the second food-dependent behavioral switch that depends on a bacterial food source, which was already apparent at the transcriptome (Fig. 4c). To identify biological pathways that are differentially regulated between with and without bacteria conditions, we performed functional enrichment analysis using differentially expressed genes as input (Fig. 4e, Methods). 

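With against no bacteria, edgeR's test called 0 genes at 0 h (573 at an unadjusted p under 0.05), 7 at 3 h (1093), 782 at 6 h (2629) and 724 at 9 h (2673). At 6 h, 336 of the called genes were higher with bacteria and 446 lower, and at 9 h 412 were higher and 312 lower. Scaled by library size only, the 9 h calls were 360 higher and 376 lower. The plates also differed in medium, so calls between the conditions cannot be assigned to food alone. In 21.5% of all genes at 6 h and 21.9% at 9 h, every library of one condition lay above every library of the other, where chance gives 5.71%. Both time points shared 348 called genes, all with the same sign (45.0 expected by chance), and 6 of the 7 genes called at 3 h were called at 6 h too. The run in which libraries were made, read from the deposited sample names, served as a block in an alternative fit. It called 1 gene at 0 h, 52 at 3 h, 1377 at 6 h and 1316 at 9 h. At 6 h, leaving out no-bacteria replicates 1, 2 and 3 in turn gave 364, 336 and 283 genes, and leaving out with-bacteria replicates 1 and 4 gave 487 and 387. At 9 h, no-bacteria replicates 1 and 3 left out gave 397 and 236, and with-bacteria replicates 3 and 4 gave 404 and 358. At 3 h the count was 25 without with-bacteria replicate 3, 4 without replicate 4, 1 without no-bacteria replicate 2, and 0 without any other replicate. At 0 h it was 1 without no-bacteria replicate 2. At 6 h, asp-14 was at least 510-fold higher and scl-6 at least 33.7-fold higher with bacteria, while cyp-35B1 was at least 37.4-fold lower. That holds for the mean of cyp-35B1, whose lowest library without bacteria held 19.0 normalized counts against a floor of 10.5. At 9 h, col-17 was at least 172-fold and dpy-2 at least 82.2-fold higher, and cyp-35B3 had a log2 fold change of -9.16. The lowest library with bacteria held 40.2 normalized counts of col-17 and 238.8 of dpy-2, against a floor of 9.76. At 3 h, spp-17 had a log2 fold change of 6.21, adh-1 of -4.44 and W06G6.20 of -3.90. adh-1 overlaps sodh-2. These 3 genes lost their calls in some fits that left out a culture (edgeR adjusted p up to 0.127, 0.0975 and 0.24).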

At 6 *h.a.t*, coinciding with the second behavioral switch to post-dauer behavior, the most significantly differentially expressed gene ontology (GO) term was “neuropeptide signaling pathway” (p-value: 1.66x10^-8^) (Fig. 3f). 

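GO annotations were not used here, so neuropeptide genes were taken by name as the FLP, NLP and PDF families, 109 genes of which 106 were tested. At 6 h, 40 of them were among the 782 genes called between conditions, against 6.58 expected. The odds ratio over the 12594 genes tested was 9.59 (Fisher's exact test, one-sided, p = 1.04e-21). With the 16834 genes of at least 10 counts as background, which the paper used for its GO analysis, the odds ratio was 13.1. Without no-bacteria replicate 3 it was 4.14, and without with-bacteria replicates 2, 3 and 4 in turn it was 5.61, 6.23 and 4.53. Among the genes called lower with bacteria, 39 of 446 belonged to the families (odds ratio 17.3). At 9 h, 24 of the 724 called genes did (odds ratio 4.93, Fisher's exact test, one-sided, p = 5.09e-09). At 3 h none of the 7 called genes did, with 0.0589 expected.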

The differentially expressed genes within this GO term revealed numerous neuropeptides, comprising both FMRFamide peptides (FLPs) and neuropeptide-like proteins (NLPs), previously described to modulate behavior in *C. elegans* [49] as well as some of the corresponding receptors (Additional file 1: Supplemental Figure S8). We found that almost all (23/24) neuropeptides were downregulated during dauer exit. 

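At 6 h, 91 of the 106 tested FLP, NLP and PDF genes were lower with bacteria than without. Of these 39 were called lower and 1 was called higher. Leaving out no-bacteria replicates 1, 2 and 3 in turn left 18, 15 and 8 called lower, and leaving out with-bacteria replicates 1 to 4 left 21, 24, 21 and 12. Adjusted over the list alone, 58 were lower and 1 higher. As a list, their median log2 change was -1.15, unchanged with the 1 gene at the detection floor set to its bound (limma's camera, adjusted p = 8.9e-14). The call held under fry (adjusted p = 0.00132) but not with an estimated correlation (adjusted p = 0.237). Within runs, the list mean was lower with bacteria in 3 of 3 runs, by -1.43 to -0.80. Fig. 4f names 30 genes, of which nlp-38 could not be matched to the counts. Of its 25 matched neuropeptides, 22 were called lower with bacteria, and 24 were lower. Its 4 receptors were all lower, with npr-4 and npr-8 called. Not called were nlp-2, nlp-69, npr-2 and npr-10. Adjusted over the list alone, all 28 genes below 0 passed, which is not independent evidence because the study chose the genes on these samples. nlp-43 had 157.9 ± 57.3 normalized counts with bacteria (SD, n = 4) and 886.6 ± 450.3 without (SD, n = 3). Its log2 fold change was -2.54 (standard error 0.52, adjusted p = 0.00459 from edgeR's quasi-likelihood test). nlp-14 (log2 fold change -2.21) and nlp-9 (-1.74) were also called in every fit that left out a culture, as was nlp-43. Log2 fold changes of the called genes of Fig. 4f that were lower ranged from -3.48 (nlp-45) to -1.25 (flp-21). nlp-45 overlaps T01B6.1, as does nlp-2. The count of called lower genes of Fig. 4f, 24 in all, was 12, 12 and 7 without no-bacteria replicates 1, 2 and 3 in turn, and 13 and 9 without with-bacteria replicates 3 and 4.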

Strikingly, one neuropeptide, *nlp-24*, was upregulated (Fig. 4f). 

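nlp-24 (F35B12.7, chromosome V, 11616376 to 11616828) had 97.8 ± 44.3 normalized counts at 6 h with bacteria (SD, n = 4) and 5.82 ± 5.10 without (SD, n = 3). The log2 fold change was 3.94 (standard error 0.70, adjusted p = 0.00157 from edgeR's quasi-likelihood test). All 4 libraries with bacteria lay above all 3 without (exact permutation test, p = 0.0286, the smallest possible). With each culture left out in turn it stayed between 3.46 and 4.43, and the gene was called each time. Its end overlaps that of glb-15 on the other strand, and glb-15 was lower with bacteria at 6 h. At 9 h nlp-24 was called higher too (edgeR adjusted p = 0.0296, up to 0.137 with a culture left out), with 148.9 ± 80.0 against 31.02 ± 13.30 normalized counts. At 0 h, before transfer, it was already higher in the with-bacteria libraries without overlap (64.3 ± 20.9 against 23.2 ± 6.5 normalized counts). The log2 fold change was 1.46 (exact permutation test, p = 0.0286), higher in 3 of 3 runs, but not called (edgeR adjusted p = 1.00). Food cannot account for this 0 h difference.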

Besides NLPs and FLPs, we also note differential regulation of ILPs, the third class of neuropeptides in *C. elegans*, at 6 *h.a.t* when comparing environmental conditions (Additional file 1: Supplemental Figure S8). 

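Of 38 insulin-like peptide genes, 32 were tested at 6 h, with 17 higher and 15 lower with bacteria. Called higher were ins-22 and ins-33, and called lower ins-17, ins-20 and ins-29. Adjusted over the list alone, 5 were higher and 6 lower. The median log2 change was 0.23, also with the 3 genes at the detection floor in 1 condition set to their bounds, and the list did not move as a whole (limma's camera, adjusted p = 0.885). ins-22, ins-20, ins-29 and ins-33 are named here because they were called, after their values were seen.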

Consistent with insulin signaling driving successful dauer exit, *ins-17*, a DAF-2 antagonist [50], is downregulated, while the counteracting *ins-4*, a DAF-2 agonist [47], is upregulated. 

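ins-17 (F56F3.6, chromosome III, 4476918 to 4477572) had 632.0 ± 56.1 normalized counts at 6 h with bacteria (SD, n = 4) and 1898 ± 304.2 without (SD, n = 3), with no overlap between libraries. The log2 fold change was -1.63 (standard error 0.34, adjusted p = 0.00523 from edgeR's quasi-likelihood test). It stayed between -1.76 and -1.52 with each culture left out, called each time. At 9 h the log2 fold change was -1.43 (edgeR adjusted p = 0.0107). ins-4 (ZK75.1, chromosome II, 5996366 to 5997008) had 87.1 ± 77.1 normalized counts with bacteria and 9.06 ± 3.92 without. Its log2 fold change of 3.18 (standard error 1.08) was not called (edgeR adjusted p = 0.0751). The libraries of the conditions overlapped (exact permutation test, p = 0.0857). Within runs, log2(normalized count + 1) of ins-4 was higher with bacteria in 3 of 3 runs, by 0.2 to 4.27. The gene was called by DESeq2 with shrunken fold changes (2.61, adjusted p = 0.0143), by edgeR with no filter (3.16, adjusted p = 0.00115) and by a fit of only the compared groups (3.19, adjusted p = 0.0413). Over the alternatives, the adjusted p ranged up to 0.22. The paper relates these opposite changes to insulin signaling as a driver of successful dauer exit.

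**Figure D3:**
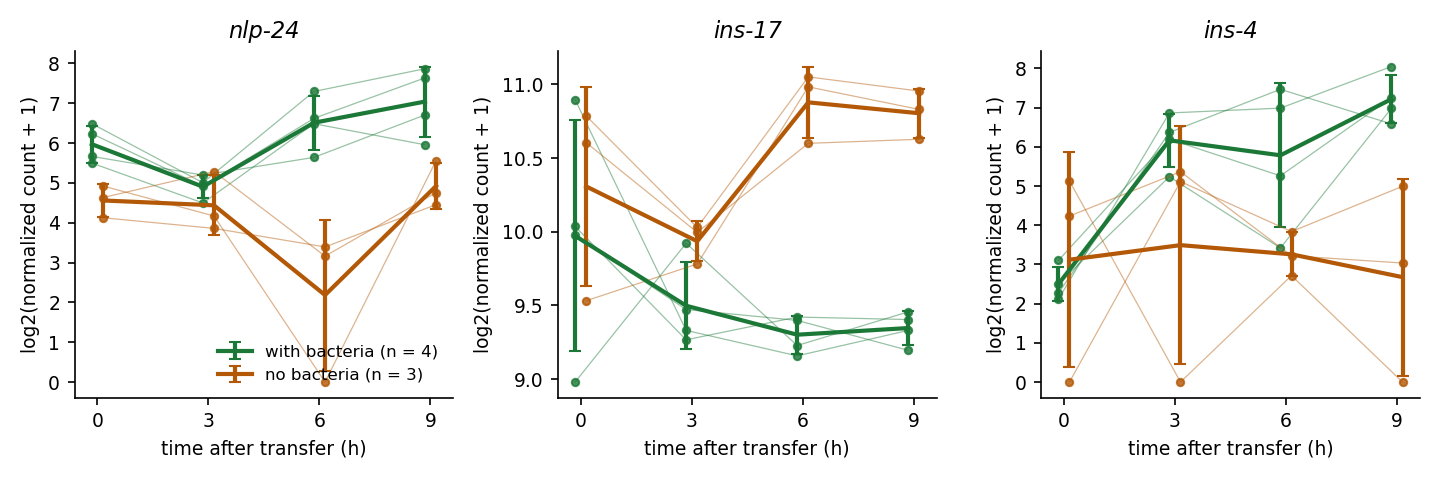
Plotted is log2(normalized count + 1) of nlp-24, ins-17 and ins-4 by time after transfer. Points joined by a line are one culture, the thick line is the mean and the bars are SDs (green with bacteria, n = 4; orange no bacteria, n = 3). Means and SDs are drawn on the log scale. Means of the normalized counts themselves at 6 h, with and without bacteria, are 97.8 and 5.82 for nlp-24. They are 632.0 and 1898 for ins-17, and 87.1 and 9.06 for ins-4.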

Changes in neuropeptide gene expression are followed by other downstream programs initiated during dauer exit like for instance molting as revealed by GO-term analysis between 6 h and 9 h time points (Additional file 1: Supplemental Figure S9). 

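A list of 40 tested molting genes was compared between 6 h and 9 h with bacteria. At 9 h, 31 of the 40 were higher in mean log2 CPM, with a median log2 change of 1.03. It was 1.20 with the genes at the detection floor set to their bounds. The change passed limma's camera (adjusted p = 5.99e-14), fry (adjusted p = 0.000297) and camera with an estimated correlation (adjusted p = 0.047). Called higher by edgeR's test were 7 of the genes (mlt-9, mlt-11, noah-1, noah-2, peb-1, qua-1 and zmp-2), and none were called lower (11 and 0 when adjusted over the list alone). These 7 are named after their values were seen. Of 55 collagen genes, 19 were called higher and 0 lower (22 and 1 adjusted over the list alone). Their median change was 0.41, or 0.26 with genes at the floor in a group at their bounds. Without bacteria, the median change of the molting genes was 0.01 (limma's camera, adjusted p = 0.104), and 0 were called (5 higher when adjusted over the list alone). The change from 6 h to 9 h in the mean of the molting list was 1.66 ± 0.52 with bacteria (SD, n = 4) and 0.10 ± 0.63 without (SD, n = 3), rising in 4 of 4 and 2 of 3 cultures. The difference did not pass an exact permutation test of the culture labels (p = 0.0571). With every library thinned to the smallest total count it was 1.21 (exact permutation test, p = 0.0286). As a list, the difference in change passed limma's camera (adjusted p = 6.57e-07) and fry (adjusted p = 0.0264). It did not pass camera with an estimated correlation (adjusted p = 0.128).

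**Figure D4:**
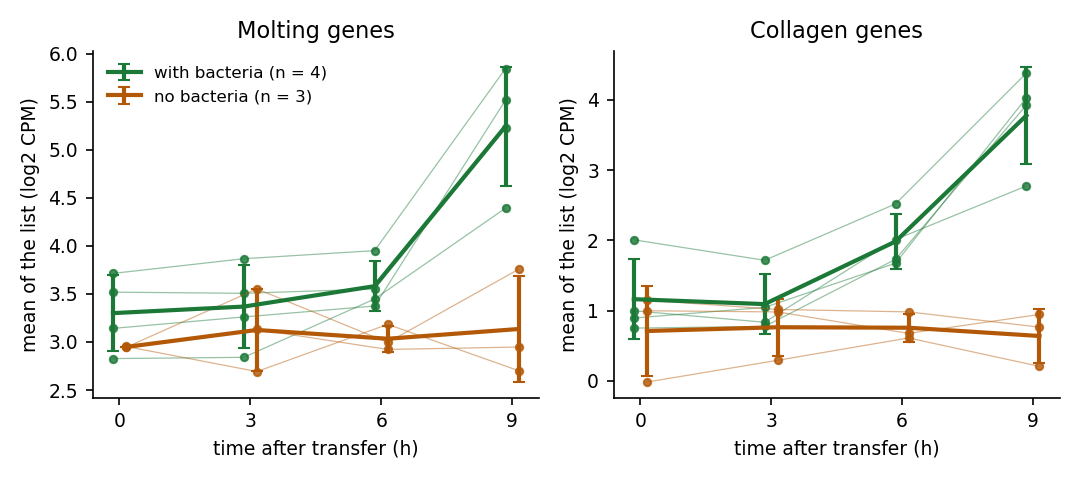
Mean log2 CPM of the molting and collagen lists by time after transfer. Points joined by a line are one culture, the thick line is the mean and the bars are SDs (green with bacteria, n = 4; orange no bacteria, n = 3). With bacteria the molting mean goes from 3.58 at 6 h to 5.24 at 9 h, and without bacteria from 3.03 to 3.13.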

In summary, we find that dauers that have been placed in an environment containing a food source will exhibit a behavioral change after 6 *h.a.t.*, which coincides with a drastic change in neuropeptide gene expression.

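With bacteria, the mean of the FLP, NLP and PDF genes was 7.09 ± 0.49 log2 CPM at 0 h (SD, n = 4). It was 6.25 ± 0.20 at 3 h, 6.25 ± 0.16 at 6 h and 6.27 ± 0.22 at 9 h, so that its fall lay between 0 h and 3 h (-0.84, exact permutation test, p = 0.0286). Without bacteria the means were 7.200 ± 0.297, 6.88 ± 0.11, 7.27 ± 0.19 and 7.03 ± 0.45 (SD, n = 3). From 3 h to 6 h the list rose by 0.39 without bacteria (exact permutation test, p = 0.1, the smallest possible), and with bacteria it changed by 0.01 (exact permutation test, p = 0.943). There 64 of the 106 genes were lower at 6 h than at 3 h, while nlp-27 rose (log2 fold change 4.15) and so did nlp-28 (at least 13.1-fold). The genes of Fig. 4f, which the study chose on these samples, changed by -0.45 from 3 h to 6 h with bacteria (24 of 29 lower, exact permutation test, p = 0.0571), after -1.28 from 0 h to 3 h (exact permutation test, p = 0.0286). edgeR's interaction test called 0 of the 106 genes for a different change from 3 h to 6 h between the conditions, also when adjusted over the list alone. As a list, their median difference in change was -0.63, with 85 of the 106 lower (limma's camera, adjusted p = 1.04e-05), which did not hold under fry (adjusted p = 0.379). From the 6 h difference, together with the change in behavior, the paper concludes that a switch of behavior on food coincides with a large change in neuropeptide gene expression.

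**Figure D5:**
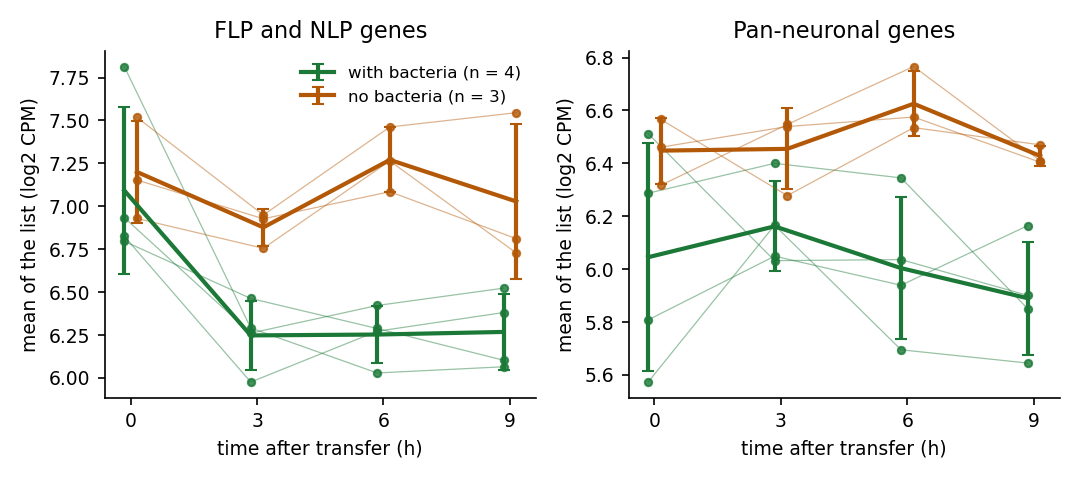
Mean log2 CPM of the neuropeptide and pan-neuronal lists by time after transfer. Points joined by a line are one culture, the thick line is the mean and the bars are SDs (green with bacteria, n = 4; orange no bacteria, n = 3). The neuropeptide mean with bacteria is 7.09 at 0 h and 6.25 to 6.27 from 3 h on, and without bacteria it stays between 6.88 and 7.27.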

## Discussion

In this work, we present the WormObserver as a new, easy-to-use, and cost-effective open hardware solution for the analysis of *C. elegans* behavior. We envision our method to be useful for many labs independent of computational expertise to perform long-term acquisitions and analysis of *C. elegans* behavior. A description of the workflow, including detailed instructions, can be accessed under [22]. The modular nature of our system allows for the integration of more advanced opto-electronics or software components (e.g., optogenetics [51] or other tracking software [52, 53]). Moreover, given its cost (< 150$) and straightforward assembly, the platform can be considered for larger screens involving several microscopes running in parallel. We also note that in the future, one might consider running parts of the analysis directly at the microscope to reduce data footprint and analysis time, for instance by only saving worm centroid locations. As cost-effective GPU-equipped minicomputers similar to the RaspberryPi are emerging (e.g., NVIDIA Jetson), application of custom deep learning models to perform these tasks directly at the microscope becomes feasible.

Using the WormObserver, our behavioral analysis of dauer exit revealed two behavioral adaptations that have not been described previously (Additional file 1: Supplemental Figure S10):

1. When placed into a new environment, dauer larvae will exit locomotion quiescence and move into a highly mobile, dispersal state. In parallel, dauers will abandon the dauer-specific narrow posture. This first behavioral adaptation happens within 6 *h.a.t* and is independent of the presence of food. In the wild, dauers can overcome long distances and disperse to more favorable environments by phoresy, the ability to be carried on by another animal [26, 27]. However, an intermediate, highly mobile behavioral state occurring early in the exit decision process would enable fast dispersal to more favorable environments across smaller distances. This hypothesis is supported by the fact that *C. elegans*’ “boom-and-bust” lifecycle in the wild crucially depends on active migration during the dauer stage [54]. Interestingly, dauers exhibit distinct alterations in muscle structure, notably increased muscle arm extension, which may facilitate dispersion [55]. Importantly, in this work, we are measuring behavioral phenotypes within a population of dauer larvae. Hence, we are potentially missing minimal variability in terms of exit behavior at the level of individual specimens. It will be very interesting to further assess this variability for characterizing underlying robustness in exit-decision making (e.g., with single worm imaging in multi well set-ups [56, 57]). In summary, we hypothesize that the ability to switch to a highly mobile dispersal phenotype is likely to have evolved as an additional behavioral strategy to increase the dauer larva’s ability to efficiently disperse to more favorable environments. 

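Among the 32 tested insulin-like peptide genes, edgeR's test called 7 higher and 3 lower between 0 h and 3 h with bacteria. Those called higher were daf-28, ins-4, ins-5, ins-6, ins-9, ins-22 and ins-32, and those called lower ins-15, ins-20 and ins-29. Without bacteria 0 were called, with 3 higher when adjusted over the list alone. The genes other than daf-28, ins-4 and ins-32 are named after their values were seen.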

Strikingly, co-occurring with this first behavioral adaptation, we notice the upregulation of the only insulin-like peptide that is required for dauer exit, DAF-28. Moreover, *daf-28* is expressed in ASJ neurons [43], the critical sensory neuron for dauer exit [58]. Interestingly, during *C. elegans* L1 arrest exit, food perception triggers *daf-28* upregulation [59]. Moreover, similar to what we observe during dauer exit, *daf-28* upregulation primes L1 larvae for food update but is not sufficient for successful exit. Here, we show that during dauer exit, *daf-28* expression increases independently of the presence of a bacterial food source (Fig. 4d). 

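Culture by culture, log2(normalized count + 1) of daf-28 rose from 0 h to 3 h in 4 of 4 cultures with bacteria, by 1.60 to 4.87, and in 3 of 3 without, by 1.42 to 6.38. The difference in rise between the conditions was -0.57 (exact permutation test of the culture labels, p = 0.686, adjusted p = 0.914 over 12 such tests).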

Taken together, it will be interesting to further explore *daf-28*’s role as a transcriptional output of environmental cues and its contribution to exit decisions in both L1 and dauer larvae. More generally, using the WormObserver as a cost-effective tool for long-term behavioral experiments, it will be interesting to obtain behavioral data for all mutants of the dauer pathway (e.g., daf-7, daf-9, and daf-12).
2. If the new environment contains a food source, at 6 *h.a.t.*, dauers, which have resumed food ingestion at this point, start to ingest bacteria and eventually leave the transient dispersal-like state to adapt post-dauer behavior. Strikingly, we find that the two transitions observed at the behavioral level are both reflected at the transcriptome level as well. 

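Against the cultures without food, the FLP, NLP and PDF genes with bacteria had a median log2 change of -0.15 at 0 h, -0.52 at 3 h and -0.95 at 9 h, where it was -0.97 without the gene at the detection floor in both groups (limma's camera, adjusted p = 0.775, 6.75e-08 and 1.17e-11). Under limma's fry the call at 9 h held (adjusted p = 0.0107) and that at 3 h did not (adjusted p = 0.111). Lower with bacteria were 66 of the 106 genes at 0 h, 88 at 3 h and 86 at 9 h, of which edgeR's test called 0, 0 and 23. Adjusted over the list alone, 0, 1 and 41 were lower.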

We also discovered that neuropeptide transcription is regulated in response to food during dauer exit, potentially initiating behavioral adaptation. Neuropeptides are well-conserved, short amino acid sequences that can directly act as neurotransmitters but also have neuromodulator capacity [60]. In *C. elegans*, the dynamic expression of neuropeptides has been described to control several fundamental behavioral programs, e.g., mating [61], feeding [38], sleep [62], and others [49]. More specifically, in the context of dauer larvae, previous work has identified increased neuropeptide signaling as an important neuromodulatory event for promoting the dauer entry decision [63, 64]. Hence, adjusting the neural transcriptome at the level of diffusible signaling-molecules, i.e., neuropeptides, increases the larva’s behavioral repertoire. However, we also find that some neuropeptides are specifically upregulated during dauer exit on a food source (e.g., *nlp-24*, *ins-4*), highlighting the complexity of neuropeptide signaling. 

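Over time with bacteria, nlp-24 first fell, from 64.3 ± 20.9 normalized counts at 0 h to 29.4 ± 5.9 at 3 h (SD, n = 4). From 3 h to 6 h its log2 fold change was 1.71 with bacteria and -1.79 without, neither called (edgeR adjusted p = 0.233 and 0.547). The interaction was 3.504 on the log2 scale (standard error 0.89, edgeR adjusted p = 0.514). ins-4 rose earlier with bacteria, from 4.85 ± 1.91 at 0 h to 76.5 ± 32.4 at 3 h. This log2 fold change of 3.94 (standard error 1.05) was called (edgeR adjusted p = 0.0136), but in some fits that left out a culture it was not (up to 0.0933). Without bacteria the change of ins-4 was 0.66 (standard error 1.05), and the difference between the conditions, 3.28 (standard error 1.47), was not called (edgeR adjusted p = 0.775).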

Given its previously reported role in mediating pharyngeal pumping in starved worms [65], upregulation of *nlp-24* could regulate onset of pharyngeal pumping during dauer exit but further experiments will be needed to confirm this hypothesis. Previously, NAD+, which is contained within the bacterial food source, has been shown to promote pharyngeal pumping in dauer-exiting larvae [66]. Here, we show that only ingestible bacteria will later in the process promote another behavioral switch affecting locomotion. It will be interesting to further characterize which components of the ingested bacteria are required for this process, how other environmental factors (e.g., salts and organic material) influence dauer exit and how these components are sensed and processed. Furthermore, in this study, we do not perform gene expression analysis at the level of individual neurons although gene expression changes in single neurons have been described to initiate changes in *C. elegans*’ developmental trajectory. For instance, the DAF-2 agonist *ins-6*, has been shown to promote dauer exit by switching between the two sensory neurons ASI and ASJ [42]. Thus, we note that, in the future, resolving transcriptional dynamics of neuropeptides at the level of individual neurons (e.g., through single-cell RNA sequencing [67, 68]) will further improve our understanding of the underlying circuit adaptations.

## Conclusion

In summary, while comprehensive studies of the combined effect of neuropeptide gene expression changes are missing, our study sheds light on the role of neuropeptides in establishing a developmental decision in response to environmental stimuli. By correlating differential expression with long-term behavior data obtained in the same conditions, we associate gene expression changes to behavioral switches during dauer exit, making a first step towards answering the question how nervous system plasticity can be achieved by dynamic expression of neuromodulators. Thus, our work also highlights how the combination of long-term behavioral imaging and gene expression analysis can improve our understanding of developmental and neuronal plasticity.

## Methods

### *C. elegans* strains and handling

Worms were maintained at 15 °C on nematode growth medium (NGM) with *Escherichia Coli* OP50 as food source as previously described. Dauer formation was induced by transferring a mixed population of ca. 50–100 worms to 6cm NGM plates seeded with *E. coli* OP50. Plates were then incubated for at least 7–10 days at 25 °C. Next, worms were washed off with M9, washed twice to eliminate remaining bacteria, and 1% SDS solution was added. The mixture was incubated for 30 min at room temperature [4]. After an additional washing step with M9 to eliminate SDS, worms were transferred to an unseeded NGM plate. After 30 min, once the drop of M9 dried out, dauers, which can survive SDS treatment (unlike all other *C. elegans stages*), crawled out of the mix of dead worms and were collected. All experiments were carried out with the N2 Bristol strain (obtained from CGC) except for experiments involving a *daf-2* insulin mutant. Animals carrying the *daf-2 (e1370)* mutation were incubated at 25 °C for at least 7 days to obtain pure dauers and subjected to the same SDS-selection procedure prior to imaging.

### Assay plates

We used commercially available freeze-dried *E.coli* OP50 (*+OP50*, available from LabTIE) or HB101 (*+HB101*, available from CGC) bacteria for conditions involving a bacterial food source. Dead OP50 bacteria were prepared according to the manufacturer’s instructions (final concentration: 3.6mg/ml). HB101 were cultured overnight at 37 °C. Both cultures were diluted 1:10, added to 3cm NGM plates, UV irradiated to abolish bacterial growth and kept for storage at 4 °C. Inedible bacteria were prepared by incubating *E.coli* OP50-GFP (available from CGC) with Aztreonam (Cayman Chemical, CAY19784-1) as previously described [69]. The resulting elongated bacteria were visually inspected under a fluorescence microscope, seeded on NGM medium, UV irradiated and kept for storage at 4 °C. For the “no bacteria” condition, plates contained only 2% Agar.

### SDS-resistance assay

N2 dauers were obtained as described above and placed on assay plates with or without bacteria (see above). Every hour, ca. 50–100 worms were washed once in M9, added to 1% SDS, and incubated for 15 min at room temperature. Next, an additional wash in M9 was performed and worms were checked for viability on an unseeded NGM plate.

### WormObserver and imaging

For each imaging experiment, ca. 250 dauers were transferred in a small drop of M9 and added to 3 cm plates (for preparation see above). We used a Zeiss Discovery V8 stereoscope with illumination from below the plate and a Plan S 1x objective with 3.2x zoom. To filter out blue light from the illumination source, a red filter (Edmon Optics, *#53-699*) was placed in between the light source and the assay plate. The WormObserver hardware consists of two parts: a custom 3D-printed eyepiece sleeve with a fixed 8 Megapixel Raspberry Pi camera and an attached Raspberry Pi model 3 with a touchscreen display for defining acquisition parameters. The Raspberry Pi camera is an 8 Megapixel Raspberry Pi V2 camera module with a maximum resolution of 3280 × 2464 pixels. All videos analyzed in this paper were acquired at a resolution of 1024 × 1024 pixels. Given our magnification (that is defined by the stereoscope’s objective and the eyepiece), we obtain a pixel size of 6.25 μm/px. Field of view is 6400 μm × 6400 μm. We provide all details for fabricating the hardware components together with the required software and descriptions under https://github.com/Fritze/WormObserver/. For all experiments shown here, we recorded at least 100 consecutive videos of 8 min (> 13 hours). Worms are allowed to move in and out of the field of view and the same worm might be captured multiple times. Therefore, our measurements should be considered a population average rather than “single worm” measurements. All timelapse data was acquired at room temperature (20 °C). Experimental repeats were performed on different days.

### Image analysis

#### Imaging and tracking

The custom, open-source KNIME workflow that is designed for automated processing of the data can be assessed under https://github.com/Fritze/WormObserver/tree/master/KNIME. Users only need to define the location of the incoming videos as sent by the RaspberryPi, and all image processing steps are performed automatically with no user intervention needed. H264-compressed videos are automatically converted into images using ffmpeg and downsampled from 5 fps to 2 fps for tracking. This downsampling step is optional and can be omitted if larger frame rates are required. Briefly, worms are segmented after background subtraction, filtering, and size selection of segmented connected components. Tracks are identified using the TrackMate [21] node and worm skeletons extracted using the “skeletonize” ImageJ command in KNIME. In summary, each video of a given timelapse experiment is summarized in a result table containing an ID, the relative position, track statistics, turn prediction score, the segmented shape, and the skeleton for all detected and tracked worms.

A workstation (Intel 2.6 GHz CPU, 64 GB RAM) was used for processing all datasets. Processing 100 time points took about 17 h per dataset, which is only 4 h longer than the runtime of the timelapse, highlighting the value of parallelizing acquisition and analysis for long timelapse experiments.

#### Tracking data analysis

We wrote custom code in R to process result files as given out by the KNIME workflow. All analysis steps presented in this paper can be performed by calling R-scripts from the command line. All scripts can be accessed under https://github.com/Fritze/WormObserver/tree/master/code/tracking. For all analysis, we discard the first 30 min of the timelapse to avoid artifacts introduced by worm handling. Briefly, we calculate speed and angular velocity per track over 10 s bins. Only tracks without gaps and of minimum length of 20 frames (i.e., 10 s at 2 fps) were considered. We additionally exclude non-moving tracks to avoid segmentation artifacts. Dispersal behavior was defined as tracks having a minimum speed of 0.01 mm/s and angular velocity below 15 °/s.

#### Skeletonization

For every frame and segmented worm, a skeleton was extracted and saved from within the KNIME workflow.

All subsequent analysis steps were performed in R and relevant source code can be accessed under https://github.com/Fritze/WormObserver/tree/master/code/tracking/. Briefly, for each skeleton, we first estimate the worm’s head position based on the direction of movement. Next, only skeletons that can be unambiguously identified (i.e., no branches) and of a minimum length of 26 pixels are retained. Finally, for skeletons where the first step could not assign head position on the direction of movement, information from adjacent frames was used. If adjacent frames did not contain head position information, the skeleton was discarded. We manually confirmed this approach to be a good conservative estimate of the worm’s skeleton and head position. For calculating *Eigenworms*, we focused on moving worms and only included tracks with a minimum track duration of 5 s, speed > 0.01 mm/s, and angular velocity < 50°/s.

#### Posture analysis

For each skeleton, we then fit 26 equally spaced segments on the midline of the worm and calculate a vector of 24 intersegment angles, previously shown to be sufficient for describing *C. elegans* posture [32]. To cluster postures based on intersegment angles obtained after skeletonization, we used an approach adapted from [34]. For this analysis, we only considered tracks that were successfully tracked and skeletonized for at least 5 s without interruption. Since we do not follow individual worms and therefore image at lower magnification to capture a larger number of larvae within the field of view, we could not distinguish dorsal and ventral turns in our data. After kmeans clustering with *k* = 200, we next identified mirrored posture pairs and treated each pair as if it was the same posture for further analysis. This reduced the complexity of our posture library by ca. 50% depending on the analyzed condition. This first round of clustering was done individually for each condition but across experimental repeats. Similarly, the *z*-score depicted in Fig. 3b was calculated using the relative abundance of each posture (column in the heatmap) across all experimental repeats and time points (rows in the heatmap). For this calculation, all experimental repeats were combined and treated as if they were one experiment. To exclude batch effects, *Z*-score calculations of separated experimental repeats were performed as well (Additional file 1: Supplemental Figure S5). To compare relative abundances of certain posture types (i.e., meta postures) across conditions, we subjected all previously identified postures to a second round of k-means clustering (*k* = 3) and plotted the relative abundance of the three meta postures across conditions and experimental repeats. We note that the resulting posture libraries did not contain any self-occluded shapes (i.e., turns) as these did not pass our criteria for successful skeletonization. To be able to measure the abundance of turns in our datasets across time points and conditions, we used 17 image features extracted from segmented worm bitmasks and trained a random forest model for detecting turns. When training the random forest model, worm postures were annotated as “turn” when head or tail were touching the worm’s body or if both head and tail were clearly pointing in the same direction (U-shape). The model (incl. Bitmasks used for training) is available under https://github.com/Fritze/WormObserver/tree/master/KNIME and can be loaded into KNIME for inspection. The classification is integrated within the image processing workflow in KNIME and flags every frame of a track with either 0 or 1 if a turn was detected. Next, we bin all turn occurrences over a period of 10 s to avoid over counting still animals (i.e., if more than one frame is flagged as turn within the 10 s window, it will be counted only once).

### RNA sequencing

#### Library preparation

N2 dauer larvae were cultured and extracted as described above. For time point 0, dauers were directly collected from the unseeded NGM plate. Dauers assigned to “no bacteria” condition were always collected first and “with bacteria” condition second (10–20 min later). Assay conditions were the same as for the timelapse imaging experiments and both conditions (no bacteria and + OP50) were processed in parallel. Every hour, a fraction of dauers was washed off the assay plates and anesthetized with 1mM tetramisole. Under a dissecting microscope, the worm’s head was cut off just below the terminal bulb of the pharynx. For each time point, 10 heads were pooled into a pre-cooled Eppendorf tube on dry ice, containing 500 μl trizol and 1 μl GlycoBlue. Samples were frozen at – 80 °C for storage and later subjected to RNA sequencing according to the Tomo-Seq protocol [70] with minor modifications. Briefly, after thawing, samples were mixed thoroughly and incubated for 5 min at room temperature. Subsequently, 100 μl of chloroform were added to each sample, mixed well, and incubated for 5 min. Samples were then centrifuged at 12,000 g for 15 min at 4 °C. Next, the aqueous phase was carefully transferred to an Eppendorf LoBind containing 250 μl isopropanol and precipitated overnight at − 20°C. Samples were centrifuged for 10 min at 12,000 g and at 4 °C. Next, the supernatant was removed and the RNA pellet was washed with 75% freshly prepared ethanol. After washing, the pellet was dried and, once completely dry, resuspended in 2 μl molecular grade water. One microliter of the sample was transferred to a fresh low binding PCR tube containing barcoded oligo (dT) primer. Reverse transcription was performed with the Superscript II kit according to [70]. First strand synthesis was performed for 1 h at 42 °C. Second strand synthesis was performed for 1 h at 16 °C. Next, samples were pooled and purified with Agencourt AMPureXP beads. IVT was performed for 16 h at 37 °C. After fragmentation and purification, RNA was reverse transcribed with superscript II and amplified by PCR. Concentration and size distribution of the resulting cDNA were measured with Qubit and Tapestation. mRNA Libraries were sequenced on a NextSeq500 in paired end mode with 150 cycles.

#### Differential expression analysis

Raw sequencing basecalls were demultiplexed and converted to FASTQ format using custom python scripts. RNA-seq reads were mapped to the ce11/WBcel235 genome assembly using STAR_2.7.3a [71], annotated using Rsubread [72], and count matrices were generated using custom python scripts. PCA was done on normalized log transformed read counts of the 500 most variable genes across conditions and time points. Differential expression changes were determined with DESeq2 [73], with lfc shrinkage turned on. Differentially expressed genes were called with a significance cut-off of 0.05 (*p*-value adjusted) and a minimum log2 fold change of 1 or − 1. For GO term analysis, the gprofiler2 package [74] was used with a significance cut-off of *p*-value 0.01 and a custom background model that contained all genes that we detected with our method across all conditions and time points with at least 10 reads. The dataset can be interactively explored under https://www.bit.ly/dauer_exit.

## Supplementary Information

**Additional file 1.** Supplemental Figures S1-S9.

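The table gives each count divided by a size factor of its library, which puts libraries of different depth on one scale. For the 840 of 21774 genes at hand from it, the values differed from the deposited counts divided by median-of-ratios size factors by at most a relative 6.66e-16.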

**Additional file 2.** Normalized transcript counts.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. Raw sequencing data and count tables have been deposited to GEO and can be accessed under GSE214208. RNA sequencing results data can be interactively explored at: https://www.bit.ly/dauer_exit. A full description of the WormObserver, including detailed instructions for all hardware and software components, can be found at https://github.com/Fritze/WormObserver. Raw data for all imaging experiments can be accessed under 10.25378/janelia.21463101.v1. All code used for analysis of tracking and sequencing data is available at https://github.com/Fritze/WormObserver/tree/master/code. The repository version used in this manuscript has been archived under *10.5281/zenodo.7108430*.

## Abbreviations

GUI: Graphical user interface
*h.a.t.*: Hours after transfer
NGM: Nematode growth medium
ILPs: Insulin-like peptides
PCA: Principal component analysis
GO: Gene ontology
FLPs: FMRFamide peptides

How the deposited data were processed for this re-analysis (not part of the article)

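RNA of 28 libraries was compared, each from 10 pooled C. elegans heads, with bacteria (4 replicates) or without (3 replicates). Heads were taken before transfer to the plates (0 h) and 3 h, 6 h or 9 h after it. The plates differed in medium as well as in food. The deposited values are counts: the authors demultiplexed the reads, mapped them with STAR, assigned them to genes with Rsubread and deposited the number of reads per gene without normalization. The methods and the deposited sample descriptions were searched for a step that collapses reads by molecular identifier, for the strand setting and for the annotation release, and name none of them. Reads made by PCR are not independent molecules without such a step. Genes on opposite strands that overlap can share reads, and such a gene is named with its neighbor. Samples were assigned to conditions from their labels alone.

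The tables were joined by locus name to 21774 genes, of which 21667 matched the reference annotation and 107 did not. nlp-38, named in Fig. 4f, had no match. Total counts ranged from 741498 to 9075797 per library (median 2638396). No library fell under 659599, which is 0.25 of the median, so none was left out. The common dispersion was 0.430, a coefficient of variation of 65.6% between replicates.

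Differential expression was tested with edgeR 4.0.16 (R 4.3.3; limma 3.58.1): filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, and a robust quasi-likelihood fit of the 8 groups. The 13 contrasts were the 3 time steps in each condition, the conditions at each of the 4 time points, and the 3 differences in change between conditions. Adjusted p values follow Benjamini and Hochberg within a contrast, and all tests are two-sided unless said otherwise. The paper used DESeq2 with fold change shrinkage, which was run as an alternative (DESeq2 1.42.0). Single genes and list means were also tested by exact permutation of library labels. Principal components were taken from log2 normalized counts of the 500 most variable genes. Tables, permutation tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

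Gene lists were written by gene name patterns: neuropeptides (FLP, NLP and PDF), insulin-like peptides, peptide receptors, peptide processing, ascaroside beta-oxidation, pan-neuronal, intestinal, pharyngeal muscle, body wall muscle, ribosomal, collagen, molting, fatty acid and branched-chain amino acid genes, and the genes of Fig. 4f. Of the fatty acid genes, 15 are in another list. Of the neuropeptides 25 are in Fig. 4f. Lists with at least 5 tested genes were tested with limma's camera at an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and with fry and with an estimated correlation as alternatives. Adjustment covered all 195 tests.

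The design, the alternatives and the rule for named genes were written before the data were examined. Named are the genes the paper names in its text on RNA-seq or in Fig. 4f, the ascaroside genes, and per contrast the 3 largest rises and 3 largest falls among called genes without overlap between groups. Other genes are marked as named after their values were seen.

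Whether replicates pair was checked from the correlation of their deviations from the group means. The run prefix in the sample names groups libraries of both conditions in 3 runs, and 1 more run holds only a replicate with bacteria. It paired the samples, with every correlation over 0.1, in the 4 comparisons of conditions (smallest 0.152) and in 4 of the 6 time steps. It did not for the steps to 3 h and to 6 h with bacteria (smallest 0.097 and 0.026).

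The procedure was tested on simulated data in which 200 of 12594 genes were changed, each by more than the fold change threshold. It called 75 of them, all with the right sign, or 56.5% of those at or above the median level, and 1 unchanged gene. In a comparison without changed genes it called 0, with 4.86% of p values under 0.05. A list raised on purpose had an adjusted p of 7.6e-97 in limma's camera, and a random list 0.943. Genes were drawn independently, so these list results do not test camera's assumed correlation, and smaller changes were not simulated.

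Alternatives were DESeq2, median-of-ratios factors, library size only, filters of at least 10 counts in total or none, fits of only the compared groups, replicate blocks, no minimum fold change, each replicate left out in turn, and for the components other gene numbers and transformations. GO terms were left out because the annotation at hand holds none. Checks that need the genome sequence were left out as well.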

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

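The tests of explanations in this section were chosen before the results were seen, except those of body wall muscle, pan-neuronal and peptide processing genes, the neuropeptide time steps, the differences in change, values far from their group, and the change of PC1 by culture, which were chosen after. The yardstick by which a difference between groups excludes an explanation, group means further apart than the sum of the SDs, was chosen after the results were seen too, and so was the condition that a marker list must move the other way than the pattern to exclude a changed share of its tissue. By an exact permutation p under 0.05 instead, depth would stay open for body wall muscle and collagen genes, as would a difference already present at 0 h, while severed position for body wall muscle, the share of intestinal RNA for ascaroside genes, and the share of neuronal RNA for the early neuropeptide fall would be excluded.

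In 152 groups of 4 libraries with bacteria, Dixon's ratio (the gap to the farthest value over the range) was over its critical value at the 5% level in 11, where 7.6 are expected by chance. At 6 h these were acox-3 (0.852, 166.4 normalized counts in replicate 2), dhs-28 (0.959, 487.0 in replicate 4), daf-22 (0.876, 506.6 in replicate 1), npr-8 (0.863, 10.5 in replicate 1), nlp-9 (0.849, 879.0 in replicate 3), nlp-61 (0.919, 193.7 in replicate 3) and the ascaroside list mean (0.922, 5.82 log2 CPM in replicate 2). At 0 h, replicate 4 stood apart in the neuropeptide list (0.864, 7.81 log2 CPM), the ascaroside list (0.922, 6.29) and the fatty acid list (0.924, 5.01). At 9 h, replicate 2 stood apart in the branched-chain amino acid list (0.913, 6.59). The 11 values lay in 6 libraries with at most 3 in one library, which excludes one aberrant library as their source. Animals further along in dauer exit in replicate 4 at 0 h cannot be told apart from other causes, because it is a single library and the high neuropeptide level (7.81) is part of the pattern. Its intestinal list was the lowest of the 4 (3.93 against 5.38 to 6.31) and its pan-neuronal (6.51) and pharyngeal muscle lists (8.09) were the highest, so the share of each tissue stays open as well.

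edgeR's interaction test called asp-14 for a different change from 3 h to 6 h (fitted log2 difference 10.18, adjusted p at most 0.0119 with a replicate left out). It called F56D2.3 (12.69) and asp-14 (-7.96) from 6 h to 9 h, both lost in some fits that left out a replicate (edgeR adjusted p up to 0.334 and 0.503). Groups at the detection floor enter these fits, so the sizes are not bounded. asp-14 had 1820 ± 507.5 normalized counts at 6 h with bacteria (SD, n = 4) and 0.21 without. The sum of the 15 other asp genes was also higher with bacteria, by 2.20 on the log2 scale (exact permutation test, p = 0.0286). Such a rise could hide reads lost to asp-14, so reads moved between asp-14 and its paralogs cannot be told apart from regulation. F56D2.3 had at least 95 counts in every 9 h library with bacteria and 0 without after every library was thinned to the smallest total, which excludes deeper sequencing. asp-14 also rose without bacteria, from 0.58 normalized counts at 0 h to 50.8 at 3 h, in 3 of 3 cultures, and stood at 45.9 with bacteria at 0 h, so it is turned on without food as well.

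By culture, nlp-24 rose from 3 h to 6 h in 4 of 4 cultures with bacteria and fell in 3 of 3 without, a difference of 3.86 on the log2 scale. ins-17 differed by -1.14 (exact permutation tests, p = 0.0286 for each, adjusted over 12 tests 0.171). Reads of glb-15, which overlaps nlp-24, were lower with bacteria at 6 h (-1.80, exact permutation test, p = 0.0286), the wrong direction to explain nlp-24. Scaled by library size only, the differences were 3.38 and -1.09 (exact permutation tests, p = 0.0286 for each), which excludes the scaling.

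For a different change between conditions from 3 h to 6 h, limma's camera but not fry called several lists. These were the branched-chain amino acid, body wall muscle, collagen, peptide receptor, neuropeptide and Fig. 4f genes. Camera and fry both called the ascaroside genes (median log2 difference 1.36) and the fatty acid genes (0.71). Measured against the intestinal list, the differences by culture were 1.17 (exact permutation test, p = 0.0286) and 0.37 (exact permutation test, p = 0.143). The intestinal genes leaned the same way (10 of 14 higher, median 0.49), so a change in the share of intestinal RNA cannot be told apart from regulation for either list. From 6 h to 9 h, camera and fry both called collagen (0.50) and molting genes (0.98). After thinning, the difference by culture was 1.21 for molting genes (exact permutation test, p = 0.0286), and 1.34 for collagen genes (exact permutation test, p = 0.0571). The collagen list then changed by 1.31 ± 0.46 with bacteria (SD, n = 4) and by -0.031 ± 0.107 without (SD, n = 3). Depth as the whole cause is excluded for both lists.

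Fig. 4c shows the 3 h libraries and Fig. 4e covers the genes that differ at each time point, but the text of the paper does not discuss the 3 h separation or 3 of the lists. At 6 h, body wall muscle genes were lower with bacteria (median log2 change -2.30, 11 of 11, limma's camera, adjusted p = 0.000174). Heads severed further back without bacteria would carry more intestine, yet the intestinal list was higher with bacteria by 0.295 (exact permutation test, p = 0.0286). Its members went both ways (9 of 14 higher), so heads severed further back cannot be told apart from regulation. After thinning, which moved the number of genes called at 6 h from 782 to 310 higher and 402 lower, the muscle list was at 6.42 ± 0.94 log2 CPM with bacteria (SD, n = 4) and 8.43 ± 0.79 without (SD, n = 3). The difference of -2.002 (exact permutation test, p = 0.0857) excludes depth as its whole cause. Pan-neuronal genes were lower at 6 h (-0.57) and at 9 h (-0.49), with limma's camera adjusted p = 0.0276 and 0.0178. At 6 h that call was lost in a fit of only the compared groups and in fits without with-bacteria replicate 2 or no-bacteria replicate 1. Against pharyngeal muscle the pan-neuronal change at 6 h was 0.29 (exact permutation test, p = 0.457), so dilution by intestinal RNA cannot be told apart from it, since all head tissues would then fall together. Peptide processing genes were lower at 6 h (-1.26), and against pan-neuronal genes by -0.37 (exact permutation test, p = 0.257), so a smaller share of neuronal RNA cannot be told apart either.

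At 3 h, 39.2% of the squared distance lay between conditions. With all genes it was 23.6% (exact permutation test, p = 0.0857). After thinning it was 40.8%, which excludes depth. The change of PC1 from 0 h to 3 h by culture was -62.0 ± 10.1 with bacteria (SD, n = 4) and -37.4 ± 5.9 without (SD, n = 3), without overlap, a difference of -24.6 (exact permutation test, p = 0.0571). A difference already present at 0 h, where PC1 averaged 39.7 with and 51.2 without bacteria, is therefore excluded as the whole cause along PC1. Which genes changed differently stays open, since edgeR's interaction test called 0 for this step (760 at an unadjusted p under 0.05).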

How the results depend on the processing

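No setting was added after the results were seen. Leaving out libraries with a total under 0.25 of the median removed none and changed nothing. No minimum fold change moved no count by more than 1.5 times. For the changes listed, the cause was not tested.

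DESeq2 with shrunken fold changes called 342 genes from 0 h to 3 h without bacteria, 207 and 109 from 3 h to 6 h with and without bacteria, 154 and 5 from 6 h to 9 h, and between conditions 20 at 0 h, 123 at 3 h, 1326 at 6 h and 1298 at 9 h. It called 8, 17 and 25 differences in change, and 284 genes in both conditions from 0 h to 3 h. With no filter the counts were 408, 279, 205, 250 and 35 for the same time steps, 60 at 0 h, 229 at 3 h, 81, 129 and 80 differences in change, and 314 in both conditions. A fit of only the compared groups called 745 genes from 0 h to 3 h with bacteria and 85 in both conditions, 34 and 44 from 3 h to 6 h, 0 from 6 h to 9 h without bacteria, 2 between conditions at 3 h and 1 difference in change from 6 h to 9 h. From 3 h to 6 h, library size only and at least 10 counts in total each called 2 differences in change.

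With the replicate block by run or culture, the counts were 264 from 0 h to 3 h without bacteria, 145 and 17 from 3 h to 6 h, 1, 52, 1377 and 1316 between conditions, 2 and 13 differences in change from 3 h to 6 h and from 6 h to 9 h, and 229 in both conditions. The replicate block by label number, which does not pair the samples, called 26 genes at 3 h. Of the other results, the block by run made 4 stronger and 0 weaker, and that by label number 3 and 0.

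daf-28 without bacteria had a log2 fold change of 2.28 with DESeq2 and 2.66 with no filter, called in both. ins-4 at 6 h had 2.61 with DESeq2, 3.16 with no filter and 3.19 in a fit of only the compared groups, called in each. Of 195 list tests, camera called 73, fry 32 and an estimated correlation 4. PC1 carried 37.6% with the 1000 most variable genes, 21.3% with all genes and 47.6% with a variance stabilizing transformation. With all genes, separation was 29.8% from 0 h to 3 h and 27.1% from 3 h to 6 h without bacteria, 28.2% over 3 h, 6 h and 9 h without bacteria, and 23.6% between conditions at 3 h.

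With each replicate left out in turn, counts ranged from 828 to 1377 (0 h to 3 h with bacteria), 39 to 213 (without), 37 to 163 (both), 2 to 38 and 0 to 9 (3 h to 6 h), 19 to 101 and 0 to 1 (6 h to 9 h), 0 to 1, 0 to 25, 283 to 676 and 236 to 816 (between conditions), and 0 to 0, 1 to 2 and 0 to 7 (differences in change). Genes of Fig. 4f called lower ranged from 7 to 18, and the odds ratio of neuropeptides from 4.14 to 7.69. The log2 fold change of daf-28 ranged from 2.28 to 3.24 with and from 2.20 to 4.13 without bacteria, and that of ins-4 at 6 h from 2.55 to 3.59. The share of PC1 ranged from 41.4% to 49.1%. Separation from 0 h to 3 h ranged from 57.8% to 61.6% with and from 49.3% to 73.5% without bacteria, from 3 h to 6 h from 24.7% to 30.4% and from 39.2% to 54.2%, from 6 h to 9 h from 42.4% to 54.1% and from 15.1% to 32.5%, and over the 3 time points from 49.7% to 59.5% and from 36.6% to 51.6%. Between conditions it ranged from 21.2% to 26.0% at 0 h, 38.6% to 45.6% at 3 h, 59.5% to 66.2% at 6 h and 65.6% to 73.2% at 9 h.

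One result reversed: acox-1.5 from 0 h to 3 h without bacteria ranged from -0.90 to 0.83 with a replicate left out, the latter without no-bacteria replicate 1. Of the other results under all settings, 24 were stronger, 259 weaker and 1472 the same.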

Differences from the paper's values

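No test was chosen after its result was seen.

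The paper counts 24 neuropeptide genes called at 6 h, 23 of them lower with bacteria. Here 40 were called, 39 of them lower. The paper counts within a GO term and the count here covers the FLP, NLP and PDF families, so the sets differ. Of the 25 neuropeptides of Fig. 4f matched here, which the study chose on these samples, 22 were called lower and 1 higher, next to the paper's 23 and 1. Over the families, among the lower genes, counts nearer the paper's came with median-of-ratios size factors (34), at least 10 counts in total (21), no filter (30), only the compared groups (33), and without with-bacteria replicate 1 (21), 2 (24) or 3 (21) or no-bacteria replicate 1 (18). Among all called genes they came with median-of-ratios size factors (35), library size only (36), at least 10 counts in total (22), no filter (32), only the compared groups (34), and without with-bacteria replicate 1 (22), 2 (25) or 3 (22) or no-bacteria replicate 1 (19) or 2 (16). For the families the gap stayed open with DESeq2 and shrunken fold changes, the tool the paper names (46 lower and 47 in all), the replicate block (56 and 57), the replicate block by label number (52 and 53), and without with-bacteria replicate 4 (12 and 13) or no-bacteria replicate 3 (8 and 9). It stayed open for the lower genes alone with library size only (35) and without no-bacteria replicate 2 (15).

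The paper states that daf-28 rises from 0 h to 3 h with and without bacteria. Without bacteria the rise was not called here (log2 fold change 2.63, adjusted p = 0.107 from edgeR), but it was by DESeq2 with shrunken fold changes and with no filter.

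The paper reports ins-4 as higher with bacteria at 6 h. It was not called here (log2 fold change 3.18, adjusted p = 0.0751 from edgeR), but it was by DESeq2 with shrunken fold changes, with no filter and in a fit of only the compared groups.

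The paper describes the libraries without bacteria at 3 h, 6 h and 9 h as similar. Here the time point accounted for 37.1% of the squared distance among them (exact permutation test, p = 0.0321), and with all genes for 28.2% (exact permutation test, p = 0.132). These permutations do not keep the cultures together. Between 3 h and 6 h alone, all genes gave 27.1% (exact permutation test, p = 0.1, the smallest possible).

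The paper states that ascaroside biosynthesis genes fall from 0 h to 3 h. acox-1.5 was not called here in either condition under any setting, and was higher at 3 h with bacteria (log2 fold change 0.76). acox-1.2 was called with bacteria by DESeq2 with shrunken fold changes, no filter and the replicate block, and under no setting without bacteria.

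Fig. 4f shows nlp-2, nlp-69, npr-2 and npr-10 among its genes, and none of these were called here (adjusted p = 0.071, 0.0641, 0.0861 and 0.0787 from edgeR). All 4 were called by DESeq2 with shrunken fold changes. nlp-2 was also called with no filter, with either replicate block and without with-bacteria replicate 3, nlp-69 with no filter, in a fit of only the compared groups and without with-bacteria replicate 2, and npr-2 without with-bacteria replicate 1.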

Other observations

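The tests of other splits, of the share of neuronal and intestinal RNA and of depth from 6 h to 9 h were chosen before the results were seen. Those of the neuropeptide time steps were chosen after, as were the yardstick of group means further apart than the sum of the SDs and the condition that a marker list must move the other way than the pattern.

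Every split of the libraries of a comparison into groups of the same sizes was tested in the same way, with only the compared groups in the fit. For the steps to 3 h, 6 h and 9 h with bacteria and the conditions at 6 h and 9 h, 1 of 35 splits, the real one, called as many genes as the real one (745, 34, 132, 864 and 587, against at most 0, 0, 1, 12 and 2 in another split). For the differences in change from 3 h to 6 h and from 6 h to 9 h, only the real split called any gene. It called 1 in each, against 0 in every other split, so these results rest on a single gene. Without bacteria, 1 of 10 splits was as large from 0 h to 3 h and from 3 h to 6 h, and 10 of 10 from 6 h to 9 h. These 10 splits cannot give a share under 0.05. From 0 h to 3 h the other splits called at most 0 genes against 111, and 85 genes higher and 61 lower were called in the libraries with bacteria too, which are other libraries (17.2 expected by chance), which argues against a random grouping. From 3 h to 6 h (44 against at most 0) a random grouping cannot be told apart from a real one, because of the few splits. From 6 h to 9 h this fit called 0 genes and another split 8, so every split counts as large and the comparison decides nothing (the fit of all groups called 1, with 247 at an unadjusted p under 0.05). At 0 h 35 of 35 splits called as many genes as the conditions did, and at 3 h 2 of 35. For the difference in change to 3 h, where 0 were called (760 at an unadjusted p under 0.05), it was 35 of 35. At 3 h the other split (4 genes) joins the libraries without bacteria with with-bacteria replicate 3. Among the 8 splits that part as many run pairs, 1, the real one, called any gene at 3 h (2 against at most 0), and the fit with the run as a block called 52. At 0 h 8 of 8 such splits called as many, since the conditions called 0 genes (573 at an unadjusted p under 0.05). One split at 0 h, which follows 2 of the runs, called 11 genes.

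The ascaroside genes were higher with bacteria than without at 6 h, all 7 of them, of which 5 were called (median log2 change 2.02, limma's camera, adjusted p = 2.14e-06). The difference to the intestinal list was 1.72 at 6 h, and from 0 h to 3 h with bacteria it was -3.28 (exact permutation tests, p = 0.0286 for each). From 0 h to 3 h with bacteria, 10 of the 14 intestinal genes were higher, with a median log2 fold change of 0.68. The rise of their list mean, 0.717, was within its spread (exact permutation test, p = 0.229), so it is not established. The ascaroside list changed by -2.56 beside it, which argues against a smaller share of intestinal RNA as the whole cause of that fall. At 6 h the intestinal genes went both ways (9 of 14 higher, median 0.34), so a larger share of intestinal RNA cannot be told apart from regulation there.

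The lower neuropeptide genes at 6 h can also come from less neuronal RNA in the libraries. Their list mean was lower by 1.02 with bacteria and that of the pan-neuronal genes by 0.62. The difference between the lists was -0.40 (exact permutation test, p = 0.2), in a test that does not pair the libraries by run. A smaller share of neuronal RNA cannot be told apart from regulation of the neuropeptides, because the pan-neuronal genes fell as well. From 0 h to 3 h with bacteria the neuropeptides fell against the pan-neuronal genes by -0.96 (exact permutation test, p = 0.0286). The pan-neuronal list mean changed by 0.117 while the neuropeptide mean changed by -0.844. This argues against a smaller neuronal share as the whole cause. A part stays open, since 10 of 16 pan-neuronal genes were lower (median -0.11). From 3 h to 6 h without bacteria the rise against the pan-neuronal genes was 0.22 (exact permutation test without pairing by culture, p = 0.4), which leaves a larger neuronal share open.

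From 6 h to 9 h with bacteria, far more genes rose than fell. After every library was thinned to 741498 counts, 91 rose and 0 fell, which excludes the greater depth of the 9 h libraries.

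Other lists moved at 6 h with limma's camera. Ribosomal genes were higher with bacteria in 63 of 63 (median log2 change 0.72, adjusted p = 5.23e-09), branched-chain amino acid genes in 18 of 21 (0.90, limma's camera, adjusted p = 0.00113) and fatty acid genes in 56 of 71 (0.99, or 0.98 with genes at the detection floor at their bounds, limma's camera, adjusted p = 1.07e-07). Collagen genes had a median of 1.00, or 0.36 with bounds (limma's camera, adjusted p = 9.07e-08). Peptide receptors were lower in 80 of 91 (-0.91, or -0.90 with bounds, limma's camera, adjusted p = 2.38e-05). All but the ribosomal and receptor calls held under fry, and none held with an estimated correlation. Intestinal (0.29), pharyngeal muscle (-0.83) and molting genes (-0.04) did not pass (limma's camera, adjusted p = 0.193, 0.17 and 0.0999). Fig. 4f genes had -1.69 (-1.68 with bounds). At 9 h the collagen median was 2.39, or 2.06 with bounds, and passed with an estimated correlation too (limma, adjusted p = 0.047).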
